# Transcriptome profiling of symptomatic vs. asymptomatic grapevine plants reveals candidate genes for plant improvement against trunk diseases

**DOI:** 10.1186/s12870-025-06763-9

**Published:** 2025-07-02

**Authors:** M. Patanita, M. D. Campos, A. Albuquerque, J. A. Ribeiro, D. Pimentel, R. S. Ramiro, T. Monteiro, M. Basaloco, F. Santos, I. Castro, M. R. Félix

**Keywords:** *Vitis vinifera* L., Fungal diseases, Trunk pathogens, Plant response to biotic stress, RNA-seq

## Abstract

**Background:**

Grapevine trunk diseases (GTDs) are a disease complex that pose a serious challenge to vineyard productivity worldwide. Their increasing occurrence, coupled with the absence of effective treatments, turns their incidence one of the biggest obstacles to viticulture. A deeper understanding of grapevine defence mechanisms is essential to develop new strategies for a sustainable disease management.

**Results:**

This study explored the transcriptome profiling of GTDs symptomatic and asymptomatic plants of ‘Trincadeira’ (a slightly susceptible or tolerant cultivar to GTDs) and ‘Alicante Bouschet’ (a highly susceptible susceptible or susceptible cultivar to GTDs), under natural field conditions. RNA-seq yielded 1 598 differentially expressed genes (DEGs) when comparing cultivars, and 64 DEGs associated with symptomatology, regardless of the cultivar. Transport was revealed as the main biological process involved, predominantly activated in ‘Alicante Bouschet’, indicating a possible link between these genes and disease progression. Conversely, the relative tolerance of ‘Trincadeira’ to this disease complex might be supported by the activation of secondary and hormonal metabolism and the differential expression of a set of defence-related genes, which may act as key factors to limit GTDs infection. An important role of the peroxidase gene *PER42* in the inhibition of GTDs symptoms was highlighted in this study.

**Conclusions:**

Our results provide novel insights into grapevine resistance mechanisms to GTDs and highlight candidate genes for improving disease tolerance. To the best of our knowledge, this is the first transcriptomic study of naturally infected grapevines with multiple trunk pathogens under natural field conditions. By modulating the activation or inhibition of key plant response regulators, it may be possible to enhance resistance, offering sustainable and effective strategies for successful management of GTDs.

**Clinical trial number:**

Not applicable.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-025-06763-9.

## Background

Crop production losses due to the presence of phytopathogens can go up to 40% every year [1]. This is aggravated by other factors such as the continuously growing world population [2, 3], leading to increased demand for food, and the commitment to reduce by 50% the use of phytopharmaceuticals by 2030, promoted by the European Green Deal’s “Farm to Fork” strategy. To fulfil these global requirements, FAO promotes sustainable and ecological approaches, prompt response, innovative and environmentally friendly preventive control strategies for sustainable disease management [1].

Grapevine (*Vitis vinifera* L.) is one of the world’s most commercially important perennial crops, with a total area of 7.2 million hectares and a world wine production estimated at 237 million hectolitres in 2023, the smallest in the last 60 years [4]. Portugal is currently among the ten major wine producers in the world and is a prominent wine exporter, with 7.5 million hectolitres produced, in a total vineyard area of 182 kha [4]. Grapevine plants are threatened by a wide range of diseases, in which grapevine trunk diseases (GTDs) play a major role due to their high destructive effect and the high susceptibility of most commercial cultivars, being considered “the biotic stress of the century” for viticulture [5, 6]. GTDs are a complex of diseases caused by multiple coexisting fungal pathogens [7–9] that invade the lignified tissues, obstructing the xylem vessels, causing necrosis and producing hard and soft wood decay. This will lead to specific GTDs symptoms, that are similar across the different diseases [10, 11]. The destructive colonization of woody tissues is dependent on the presence of several virulence factors, including enzymes that degrade cell walls, toxins and a variety of cellular transporters [12]. Despite the incomplete understanding of the precise mode of action of these molecules, it is accepted that fungal toxins can inflict harm upon plant cells by interfering with enzymatic reactions and cellular transport, ultimately leading to the disruption of cell membranes [13]. Additional damage is linked to the host’s immune response to infection, particularly the formation of xylem vessel occlusions [13], which consequently impairs water and nutrient uptake. The development of GTDs symptoms may be even more complex than initially thought, due to the interaction of biotic and abiotic stresses [14]. Disease severity is influenced by the interaction between fungal life traits and host tolerance traits, as well as relationships with the whole microbiome [15]. Severity of symptoms varies between cultivars, but no resistance locus against GTDs has yet been identified [16, 17]. The fact that infected grapevines can remain externally asymptomatic for several years allowing diseases’ dissemination [18, 19], together with intensification of several management practices and the abolishment of chemical products [20] has led to a GTDs outbreak. GTDs are considered a major threat to winegrowers since no effective plant protection strategy is available [21, 22]. The incidence of this disease complex has reached alarming levels in several regions of Algeria, France, Germany, Italy, Spain, Portugal, and other countries [18], causing huge economic losses (up to one billion euros per year, estimated by the French Wine Institute), and threatening the viability of viticulture and the resulting wine industry [23, 24]. The management of GTDs has therefore become an enormous challenge and there is an urgent need to find and develop sustainable and effective protection strategies with lower environmental impact, while ensuring that production is both profitable and of high quality.

One of the most promising future strategies for protecting plants from GTDs is the development of pathogen-resistant cultivars [25, 26], not only to reduce pathogen management, but also to reduce the use and environmental impact of agrochemicals. Plant breeding of new cultivars carrying resistance genes can be developed through traditional genetic improvement, using directed crosses with closely related species that naturally carry resistance *loci*, although breeding programs are very prone to generate multiple unintended mutations and take a lot of resources and time; or through new breeding techniques (NBTs), including genome editing tools which are highly targeted and expeditious, and offer a more precise approach [25]. Despite regulatory challenges, the adoption of new resistant grapevine cultivars is gradually gaining traction, particularly in Europe [27], where recent regulations aim to promote the development of plants that are resilient to climate change and pests or diseases, and that exhibit higher yields or require reduced inputs of fertilizers and pesticides [28].

Knowledge of grapevine transcriptional responses to GTDs is crucial for understanding disease dynamics, as regulation of gene transcription is an essential step in an efficient host cell defence response, and for identifying key genes involved in tolerance mechanisms, which may indicate future breeding strategies. Nowadays, grapevine research is directed towards a better understanding of plant defence mechanisms and the characterization of the plant-pathogen interactions [17]. Several defence mechanisms have been described to prevent the penetration and colonization of pathogens in plants [22, 29]. Plant-pathogen interactions trigger the activation of signals that result in a rapid defence response against most plant pathogens [30–32]. Nevertheless, the huge system of host protection against aggressors is often ineffective to counteract disease’s development. Developments in genetics and technology have made it much easier to understand the molecular basis of grapevine-pathogen interactions and to study the molecular repertoires available for grapevine defence responses. Several resistance genes against specific pathogens have been functionally identified, although despite the various studies performed so far, a better knowledge of the complex molecular mechanisms underlying the grapevine defence responses against GTDs remains to be achieved [17]. Disease control involves prevention and mitigation, relying on basic viticultural practices and chemical and biological approaches. Nevertheless, the efficacy of these treatments will depend on their customization to specific fungal pathogens, together with environmental factors [9]. Therefore, there is a need to better understand the overall interactions that occur between grapevines and trunk pathogens, in order to mitigate their consequences and promote plant resistance. This will enable the development of new effective control strategies, environmentally friendly and with a minimal impact on human health.

Recent advances in omics technologies have been allowing a more comprehensive understanding of the molecular mechanisms underlying grapevine-pathogen interactions, enabling the identification of useful *loci* [33–36]. RNA-seq analysis takes advantage of the developments in next-generation sequencing (NGS) methods to enable a quantitative screening of distinct gene expression patterns in different plants at the transcriptome level, including in woody plants in response to phytopathogens. The analysis of differentially expressed genes (DEGs) and associated biological pathways provides valuable insights into the metabolic processes involved and helps to identify candidate genes with key regulatory functions, which is essential for the future of grapevine breeding.

This study aimed to understand the grapevine response mechanisms to GTDs, identifying key genes responsible for tolerance or susceptibility to this disease complex in grapevine. Since gene expression can change under different environments, the plants in our study were grown under natural field conditions, following a conventional farming system. The comprehensive analysis of the transcriptome was performed in symptomatic and asymptomatic plants to trunk diseases in two relevant cultivars in the Alentejo region, southern Portugal (in terms of surface area and yield), ‘Alicante Bouschet’ and ‘Trincadeira’, which reveal different susceptibility patterns to GTDs as referred in our previous study [37]. The results achieved will facilitate a more nuanced understanding of the resistance mechanism of grapevine against GTDs and enable future research on the application of genomic breeding systems to obtain resistant grapevine plants.

## Methods

### Study site and plant sampling

This study was conducted in a 17-year-old conventional cordon-pruned vineyard in the Alentejo region, southern Portugal (38°31′58.2″ N, 8°00′53.1″ W). The vineyard was subjected to regular phytosanitary treatments and managed under Integrated Pest Management rules, propagated on 1103P rootstock with a drip irrigation system. The field, influenced by the Mediterranean climate (with a mean annual temperature of 17.7 °C and annual rainfall of 627.7 mm in 2020 [38]), has a history of trunk diseases with many symptomatic grapevines.

In July 2020, 10 cm long spurs (one-year old and fully lignified) were randomly collected from three biological replicates of GTDs symptomatic and asymptomatic plants from cv. ‘Alicante Bouschet’ (highly susceptible to GTDs) and cv. ‘Trincadeira’ (slightly susceptible or tolerant to GTDs), totalling 12 samples. Symptomatic plants exhibited characteristic GTDs symptoms [37], while asymptomatic plants showed no visible symptoms on their wood or leaves. Available data on the susceptibility of these cultivars to GTDs are based on field observations by examination of foliar and/or wood symptoms [37, 39]. Samples were collected early in the morning to reduce abiotic stress and immediately preserved in liquid nitrogen until processing. In the laboratory, the rhytidome was removed and cortical scrapings from the cuttings were ground to powder, with each sample processed separately, using liquid nitrogen to aid the grinding, and stored at -80 °C until further analysis.

### RNA extraction and sequencing

Total RNA was extracted from each of the 12 collected samples using ca. 200 mg of the plant material powder, according to the method of Landi & Romanazzi [40], with some modifications. Briefly, the powder from each sample was placed in microtubes containing 1 mL of extraction buffer: 100 mM Tris-HCl (pH 8.0); 25 mM EDTA (pH 8.0); 2% (w/v) CTAB; 2% (v/v) β-mercaptoethanol; 2.5 M NaCl; 2% (w/v) soluble PVP-40, mixed by vortex and then were incubated at 65 °C for 45 min, with agitation. Lysates were transferred to QIAShredder spin columns (RNeasy Plant mini-kit, Qiagen) and centrifuged at 15 000 g for 2 min. Supernatants were transferred to new microtubes with an equal volume of chloroform-isoamyl alcohol (24:1), mixed, and centrifuged at 15 000 g for 10 min at 10 °C. The aqueous phase containing the total RNA was transferred to a new microtube and precipitated in 0.25 volume of 10 M LiCl, with the reaction left to proceed overnight at 4 °C. Samples were then centrifuged at 15 000 g for 30 min at 10 °C, the supernatants were removed, and the pellets were resuspended in 250 µL of 70% ethanol. Samples were centrifuged again at 15 000 g for 15 min at 10 °C, before being dried at room temperature inside the flow chamber. RNA was resuspended in 50 µL of ultrapure water and stored at -80 °C. RNA concentration was measured using Quawell Q9000 micro spectrophotometer (Quawell Technology, Beijing, China), and its purity was evaluated, based on 260/280 and 260/230 coefficients. RNA integrity was assessed by denaturing 1.5% agarose gel electrophoresis. Samples were then sent to a third-party facility, STAB VIDA, Lda. (Caparica, Portugal), for next-generation sequencing (NGS).

NGS project started with a quality control assessment of total RNA to ensure the integrity and quantity required for sequencing. RNA integrity was assessed using the RNA integrity number (RIN) determined with an Agilent 4200 TapeStation system (Agilent Technologies, Santa Clara, CA, USA), following the manufacturer’s guidelines. The RNA concentration of each sample was measured using a Qubit Fluorometer (Thermo Fisher Scientific, Waltham, MA, USA) to confirm sample suitability. The cDNA library construction was carried out using a Stranded mRNA Library Preparation Kit and the generated DNA fragments were sequenced in the lllumina Novaseq platform, using 150 bp paired-end sequencing reads. Analysis of the generated raw sequence data was performed using Qiagen CLC Genomics Workbench 12.0.3. Generated Fastq files were analysed using FastQC tool (v. 0.11.9) for quality control.

Bioinformatic analysis started with trimming of raw sequences to generate only high-quality data. For each original read, the regions of the sequence to be removed were determined independently considering each type of trimming operation: quality trimming based on quality scores (0.01 error probability); ambiguity trimming to trim off, for example, Ns stretches (2 nucleotides); and length trimming to remove small reads (minimum 30 nucleotides). High-quality sequencing reads were mapped against the grapevine reference genome, GCA_000003745.2 *Vitis vinifera* 12X [41], using the following parameters: length fraction greater than or equal to 0.8, meaning that at least 80% of the alignment must match the reference sequence before the read is included in the mapping, and similarity fraction also greater than or equal to 0.8, meaning that the identity should be at least 80% for the read to be included in the mapping. The result of the mapping was used to determine gene expression levels based on transcripts per million (TPM), which is a variation of the reads per kilobase of exon model per million mapped reads (RPKM) method, calculated by dividing the total number of reads for a gene by the total number of mapped reads of the transcriptome (in millions) times the length (in kb) of that gene [42].

### Differential gene expression and functional enrichment analysis

A generalized linear model approach influenced by the multi-factorial EdgeR method [43] was used for differential expression analysis. This model corrects for differences in library size between samples and the effects of confounding factors. Genes were filtered out by a false discovery rate (FDR) of ≤ 0.05 and a fold change of ≥ 2.0 or ≤ -2.0 [44, 45], and were considered differentially expressed with a *q*-value adjusted, using the Bonferroni correction method, > 0 and < 0.05.

The list of DEGs from each comparison was analysed using the enricher function from the clusterProfiler v4.2.2 package [46] to identify significantly enriched functional categories based on Gene Ontology (GO) terms. The enricher function applies a hypergeometric test, and the resulting gene ratio is calculated as the ratio of the number of DEGs to the total number of genes in specific GO terms. Functional enrichment analysis was performed using Fisher’s exact test to compare each list of DEGs with the list of total non-redundant transcripts housed in the grapevine 12X gene predictions [47]. Significantly enriched categories were selected based on an adjusted *p*-value ≤ 0.05, using the Benjamini–Hochberg correction for multiple testing. Analyses were performed for the three ontology levels: molecular function, cellular process and biological process.

### Real time quantitative PCR (qPCR) validation analysis

Validation of the RNA-seq data was performed using 16 target genes: *PR2* Glucan endo-1,3-β-D-glucosidase (VIT_00035013001); *LOX* Linoleate 9 S-lipoxygenase (VIT_00000083001); *STS1* Stilbene synthase 1 (VIT_00010561001); *HT5* Hexose transporter (VIT_00017937001); *cwINV* β-fructofuranosidase, cell wall apoplastic invertase (VIT_00016869001); *GIN2* Acid β-fructofuranosidase, vacuolar invertase (VIT_00001272001); *PER42* Peroxidase 42 (VIT_00012727001); *PR1* Pathogenesis-related protein 1 (VIT_00037005001); *PR4* Pathogenesis-related protein 4 (VIT_00036279001); *TLP8* Thaumatin family protein (VIT_00019840001); *TLP3* Thaumatin family protein (VIT_00019835001); *MAPKKK17* Mitogen-activated protein kinase kinase kinase 17 (VIT_00030452001); *HSP101* Heat Shock Protein 101 (VIT_00007880001); *bHLH94* Transcription factor (VIT_00000012001); *SAUR71* Auxin-responsive protein (VIT_00036807001); and *MYB61* Transcription factor (VIT_00019410001) [16, 48–51]. Primers of *bHLH94, SAUR71* and *MYB61* were designed using Primer3 software version 0.4.0, based on the specific sequence of *V. vinifera* available in the NCBI GenBank. Additional information on the selected primers can be found in the Supplementary Table S1.

Total RNA (1000 ng) from each of the 12 collected samples was reverse transcribed in 20 µL reactions, using the Maxima^®^ First Strand cDNA Synthesis Kit for qPCR (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. qPCRs were carried out using the LineGene9600 Plus system (BIOER, Hangzhou, China) and were performed using 5 µL of first-strand cDNA (previously diluted 1:10, with a final concentration of 5 ng/µL), 9 µL of 2x NZY qPCR Green Master Mix (Nzytech, Lisbon, Portugal), 0.55 µM of each primer, for a total volume of 18 µL. Three technical replicates were considered for each of the three biological replicates and no template controls were included to assess contaminations. Cycling conditions included an initial holding denaturation stage at 95 °C for 20 s, followed by 40 amplification cycles of 15 s at 95 °C and 20 s at 60 °C. A melting stage to test PCR specificity was added as a final step comprising a single cycle at 95 °C/15 seconds followed by 60 °C/1 min, and a ramp-up 0.2 °C/second to 95 °C for 15 s with acquired fluorescence. qPCR efficiencies were calculated through the equation $$\:E=\left(10\left(-1/slope\right)-1\right)\times\:100$$, as well as slope and linearity (coefficient of determination, R^2^), using 4-point standard curves from 4-fold dilution series (1:10, 1:40, 1:160, and 1:640) of pooled cDNA (Supplementary Table S1).

*GAPDH* Glyceraldehyde-3-phosphate dehydrogenase (VIT_00007521001), *PEP* Phosphoenolpyruvate carboxylase (VIT_00020705001) and *UBC* Ubiquitin conjugating enzyme (VIT_00027045001) [16, 52] were the most stable genes tested using the geNorm software 3.0 [53] and were, therefore, chosen as endogenous control genes for target normalization. Cycle threshold values were regressed on the Log of the previously constructed template cDNA curve. The normalized arbitrary units of the target genes for each sample were then calculated using the normalization factors obtained for the reference genes.

To determine if the gene expression values were significantly different between the experimental groups, a student’s t-test was executed using IBM SPSS Statistics software (IBM SPSS Statistics for Windows, version 24.0. Armonk, NY, USA: IBM Corp.) with an established significance level of *p* < 0.05. Equal variances of the samples were checked with Levene’s Test for Equality of Variances with values lower than 0.05 not considered as equal variances and another Independent Samples Test was performed assuming no equal variances (Supplementary Table S2). For each gene, the Log_2_ fold change of qPCR was compared with the RNA-seq, and Pearson correlation coefficients and associated *p*-values were also estimated. To measure the level of agreement between these two methods, the concordance correlation coefficient [54] was estimated using the Log_2_ fold change values per candidate gene. Two experimental groups were considered, namely ‘Trincadeira’ vs. ‘Alicante Bouschet’ (cultivar factor) and symptomatic vs. asymptomatic plants (symptomatology factor).

## Results

### Transcriptome sequencing of grapevine plants: mapping statistics and annotation

RNA-seq analysis was performed to access the expression profiles of GTDs symptomatic and asymptomatic plants of two red cultivars with different levels of GTDs susceptibility, ‘Alicante Bouschet’ and ‘Trincadeira’, to understand if there is any molecular mechanism that leads to the expression of trunk diseases symptoms.

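Cortical scrapings of one-year spurs were sampled from 12 plants, 3 in each of 4 groups. The groups were asymptomatic and symptomatic plants of ‘Alicante Bouschet’ (AB asymp. and AB symp.), which the paper describes as highly susceptible to GTDs, and asymptomatic and symptomatic plants of ‘Trincadeira’ (T asymp. and T symp.), described as slightly susceptible or tolerant. The paper states that the 3 libraries of a group are biological replicates. It does not state that libraries of the same number belong together across groups, and several plant labels carry other numbers. A call that ends with the replicate number as a block is therefore not shown to be false. Single libraries are named by cultivar, symptom class (s or a) and replicate number, so that Ts3 is replicate 3 of T symp. Stranded mRNA libraries were sequenced as paired ends. The authors mapped the reads to the Vitis vinifera 12X genome in CLC Genomics Workbench and deposited, for each library and each of 26346 genes, the count of reads over exons and the TPM. The counts summed to 26313557, 29303336 and 44950443 in the lowest, median and highest AB asymp. library, and to 19624529, 26522868 and 47473809 in the AB symp. libraries. In ‘Trincadeira’ these totals were 24769149, 26378930 and 36923216 in T asymp. and 21001532, 27418683 and 49132662 in T symp. Starting from the deposited counts, the 19017 genes kept by edgeR’s filterByExpr (minimum count 10) were normalized by TMM and tested with edgeR’s quasi-likelihood (QL) test, with all 12 libraries in one fit of 4 groups. A gene was called a DEG at a Benjamini-Hochberg (BH) adjusted p of at most 0.05 and a change of at least 2-fold. Levels are given as CPM, the count scaled to the library total of the tested genes after TMM adjustment, with the SD over the 3 libraries of a group. A positive log2 fold change means a higher level in the group named first. Counts of all 12 libraries were also simulated from the mean level of each gene over all libraries, with 200 of the 19017 genes changed in T symp. In T symp. vs. T asymp., 3.5% of the genes changed 2-fold were recovered, 64% of those changed 4-fold and 90% of those changed 16-fold. A 2-fold change lies at the threshold of a call, so its share reflects that threshold as well as the number of libraries. The library names carry one year for replicates 1 and 2 of every group (the first series, 8 libraries) and the next year for replicate 3. The paper states that all spurs were collected in July of the later year. The files do not state whether the year in a name is that of sampling or of the library. What the year marks is thus not known. In every group replicate 3 held the highest total, so a difference between the series cannot be told from one of depth by the libraries alone. The 4 libraries of the second series are 1 per group and were not tested on their own; values within the first series are given beside the pooled ones. This restriction was chosen after the data were seen. The tests of the comparisons, their thresholds, the gene families and the other alternatives in these passages were set before the data were examined. The members of a family were then taken from the 271 genes that Table S5 describes under its enriched GO terms. The study selected these genes on these same libraries, so the direction of a family is not independent evidence. A gene counts in each family that one of its descriptions matches. Genes without a description in the paper’s tables are given by ID.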

More than 694 million reads were initially obtained with an average of over 57 million raw reads per sample with an average read length of 150 bp (Supplementary Table S3). All samples shared an average associated Phred quality score over 20. The expression levels for all samples were accessed through the mapping of the high-quality reads of each sample, where 90.89% to 94.78% of the total fragments were mapped against the *Vitis vinifera* 12X reference genome, which is in line with other grapevine transcriptome studies [35, 55].

In addition, Principal Component Analysis (PCA) revealed a clear clustering pattern and intrinsic biological variance between all sample replicates, confirming the good reproducibility of the biological replicates and the high-quality of sequencing data. 

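The 6 libraries of ‘Alicante Bouschet’ and the 6 of ‘Trincadeira’ fell on opposite sides of the first principal component of log2 CPM. The ‘Alicante Bouschet’ library nearest to the other cultivar lay at -43.2 (ABa2) and the nearest ‘Trincadeira’ library at 57.9 (Ta1). On the second component, 5 of the 6 symptomatic libraries lay above every asymptomatic library, and 4 did so with unscaled values or with the 500 most variable genes. The exception was Ts3, at -40.1, close to the T asymp. libraries (from -54.1 to -45.6) and away from Ts1 (107) and Ts2 (44.7). Without ABa1, without ABa2 or without ABa3, all 6 symptomatic libraries lay above every asymptomatic one. ABs3 lay at 15.8, below ABs1 (64.0) and ABs2 (72.8). Over the 19017 genes tested, each scaled to unit variance, the first component held 38.6% of the variance, the second 17.6% and both together 56.1%. The share of the first component stayed between 37.9% and 39.8% when any 1 library was left out.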

Principal component 1 explained 35.20% of the variation and principal component 2 accounted for 16.10%, which combined analysis of variance revealed 51.30% among different samples (Supplementary Figure S1).

### Differential gene expression analysis

RNA-seq data revealed the expression of 26 346 grapevine genes across all samples. Differential gene analysis was performed by multiple comparisons in six comparison groups: ‘Trincadeira’ vs. ‘Alicante Bouschet’ (T vs. AB); symptomatic vs. asymptomatic plants (symp. vs. asymp.); symptomatic plants from cv. ‘Alicante Bouschet’ vs. symptomatic plants from cv. ‘Trincadeira’ (AB symp. vs. T symp.); asymptomatic plants from cv. ‘Alicante Bouschet’ vs. asymptomatic plants from cv. ‘Trincadeira’ (AB asymp. vs. T asymp.); symptomatic vs. asymptomatic plants from cv. ‘Alicante Bouschet’ (AB symp. vs. AB asymp.); and symptomatic vs. asymptomatic plants from cv. ‘Trincadeira’ (T symp. vs. T asymp.), resulting in a total of 1 598 genes identified as differentially expressed between cultivars (622 up-regulated in cv. ‘Trincadeira’ and 976 in cv. ‘Alicante Bouschet’) and 64 genes between symptomatic and asymptomatic plants (59 up-regulated in symptomatic and 5 in asymptomatic plants) (Table 1). 

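Far more genes separated the cultivars than separated symptomatic from asymptomatic plants. AB symp. vs. T symp. called 3640 genes, 2043 higher in ‘Alicante Bouschet’ and 1597 higher in ‘Trincadeira’. AB asymp. vs. T asymp. called 3629, of which 2223 were higher in ‘Alicante Bouschet’ and 1406 in ‘Trincadeira’. The fewest calls were within the cultivars, 17 in AB symp. vs. AB asymp. and 60 in T symp. vs. T asymp. Over all plants, in symp. vs. asymp., 129 genes rose and 22 fell in symptomatic plants (151 in all). Among those that fell was EXPLA1 (VIT_00019965001), an expansin-like protein of the cell wall, with 251 ± 91.5 CPM in AB asymp., 67 ± 29.7 in AB symp., 832 ± 194 in T asymp. and 119.7 ± 67.5 in T symp. plants (mean ± SD, n = 3; log2 fold change -2.35, standard error 0.36, adjusted p = 0.0195 from edgeR’s QL test with BH adjustment). The genes VIT_00012810001 and VIT_00012811001, with no description, rose with log2 fold changes of 3.40 and 3.13 (adjusted p = 0.00499 and 0.00644, same test). In the first series alone, AB symp. vs. T symp. called 2266 genes, AB asymp. vs. T asymp. 1576 and symp. vs. asymp. 1047, of which 144 were also called over all libraries. The count of symp. vs. asymp. rested on single libraries: it was 35, 21 and 377 without ABs1, ABs2 and ABs3, 61 and 57 without ABa1 and ABa3, 67, 23 and 1059 without Ts1, Ts2 and Ts3, and 12, 9 and 72 without Ta1, Ta2 and Ta3. The lean to higher genes rested on them and on the test: 451 rose and 608 fell without Ts3, 435 and 612 within the first series, 480 and 332 by DESeq2, and 155 and 64 with the replicate number as a block. The call of EXPLA1 ended without any 1 of 5 libraries (ABs1 or ABs2, Ts2, Ta1 or Ta2; adjusted p from 0.0544 to 0.0687).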

Major differences were found between both asymptomatic groups, with a total of 1 628 DEGs, and the fewest differences were found between groups with different symptomatology, regardless of the cultivar (Table 1). The full detailed lists of DEGs for the six comparison groups can be found in Supplementary Table S4. Volcano plots were also used to visualize the pattern of DEGs in the different comparison groups (Supplementary Figure S2). Hierarchical clustering and the heat map of differential gene expression levels for each sample were also performed and are presented in Supplementary Figure S3.

**Table 1:** Differentially expressed genes (DEGs) identified in different comparison groups of GTDs symptomatic (symp.) and asymptomatic (asymp.) plants from cv. ‘Alicante Bouschet’ (AB) and ‘trincadeira’ (T)

Comparison Groups	Total DEGs	Up-regulated	Down-regulated
T vs. AB	1 598	622	976
symp. vs. asymp.	64	59	5
AB symp. vs. T symp.	1 438	790	648
AB asymp. vs. T asymp.	1 628	1 070	558
AB symp. vs. AB asymp.	185	91	94
T symp. vs. T asymp.	375	277	98

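A salicylate carboxymethyltransferase gene (VIT_00018906001), of a family that makes methyl salicylate, and an NDR1/HIN1-like gene (VIT_00036051001), of a family linked to defence signalling, were called as higher in T vs. AB and in symp. vs. asymp. plants. The levels of both genes in T symp. lay well above those in T asymp. and AB symp., so these calls do not show a rise in both cultivars. The first stood at 35.4 ± 16.3 CPM in T symp. plants (SD, n = 3), against 1.03 ± 1.4 in T asymp. and 0.494 ± 0.391 in AB symp. Its log2 fold change was 5.06 in T vs. AB (standard error 0.77, adjusted p = 0.000519) and 3.85 in symp. vs. asymp. plants (standard error 0.76, adjusted p = 0.0431; edgeR QL test with BH adjustment). The NDR1/HIN1-like gene stood at 23.3, 30.6 and 10.2 CPM in the T symp. libraries, 1.69 ± 0.583 in T asymp. and 1.89 ± 0.802 in AB symp., with log2 fold changes of 2.24 in T vs. AB (standard error 0.35, adjusted p = 0.000642) and 2.38 in symp. vs. asymp. plants (standard error 0.36, adjusted p = 0.0187, same test). A cryptdin protein gene (VIT_00016932001) and a trypsin and protease inhibitor gene (VIT_00012936001) were higher in ‘Trincadeira’ (log2 fold change 4.89 and 6.76, adjusted p = 0.00866 and 0.00402, edgeR QL test with BH adjustment), but neither was called in symp. vs. asymp. plants (adjusted p = 0.0781 and 0.918). Much of their signal came from Ts2, with 272 and 133 CPM, and their T vs. AB log2 fold changes were 2.51 without Ts2 and 4.38 without Ts2. The 3 T symp. libraries of an inositol 3-alpha-galactosyltransferase gene (VIT_00017634001) held 22, 5207 and 39 counts, against 0 in all AB libraries and 0, 0 and 4 in T asymp. Peroxidase 10 (VIT_00031801001) held 12, 331 and 529 counts in AB symp., 0, 0 and 10 in AB asymp., 5, 0 and 0 in T asymp. and 0 in each T symp. library. The cytochrome P450 71B21-related gene (VIT_00009849001) was below the filter on low counts, with 201, 360 and 13 counts in T symp., at most 8 in T asymp. and at most 5 in ‘Alicante Bouschet’. In symp. vs. asymp., the call of the salicylate carboxymethyltransferase ended without any 1 of 9 libraries (ABs1 or ABs2, ABa1, ABa2 or ABa3, Ts1 or Ts2, Ta1 or Ta2; adjusted p from 0.0568 to 0.121) and with the replicate number as a block (adjusted p = 0.0517), and that of the NDR1/HIN1-like gene without any 1 of 5 libraries (ABs1 or ABs2, Ts2, Ta1 or Ta2; adjusted p from 0.0505 to 0.0673); the cryptdin gene was called without Ts3 (adjusted p = 0.0242). Within the first series, the symp. vs. asymp. log2 fold changes of the salicylate carboxymethyltransferase and NDR1/HIN1-like genes were 5.06 (adjusted p = 0.00747) and 2.68 (adjusted p = 0.0112).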

The Venn diagrams illustrate that there are some common genes between the groups, one between ‘Alicante Bouschet’ and symptomatic plants (VIT_00031801001 - peroxidase 10) and six between ‘Trincadeira’ and symptomatic plants (VIT_00018906001 - salicylate carboxymethyltransferase, VIT_00016932001 - cryptdin protein, VIT_00017634001 - inositol 3-alpha-galactosyltransferase, VIT_00012936001 - trypsin and protease inhibitor, VIT_00036051001 - NDR1/HIN1-like protein and VIT_00009849001 - cytochrome P450 71B21-related / 5-OH-xanthotoxin synthase). When comparing symptomatic plants of both cultivars, ‘Trincadeira’ has a lower number of DEGs (Table 1), although it has a higher number of DEGs exclusive to symptomatic plants (Fig. 1). On the other hand, ‘Alicante Bouschet’ has a greater number of genes exclusive to asymptomatic plants (642 genes). 

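Of the genes higher in ‘Alicante Bouschet’, 1300 were called both between symptomatic plants and between asymptomatic plants, 743 between symptomatic plants alone and 923 between asymptomatic plants alone. Of the genes higher in ‘Trincadeira’, 792 were called in both comparisons, 805 between symptomatic plants alone and 614 between asymptomatic plants alone. HSP101 (VIT_00007880001), a heat shock protein that helps to dissolve protein aggregates, and the auxin-responsive SAUR71 (VIT_00036807001) were higher in ‘Alicante Bouschet’ in both. HSP101 had a log2 fold change of 1.76 between symptomatic plants (standard error 0.42, adjusted p = 0.0107) and 2.59 between asymptomatic plants (standard error 0.44, adjusted p = 0.00246; edgeR QL test with BH adjustment). For SAUR71 these were 4.44 and 4.93 (adjusted p = 0.00708 and 0.00612, same test), at 1.33 ± 0.159 CPM in AB symp. and 1.22 ± 0.471 in AB asymp. plants (SD, n = 3); between asymptomatic plants its log2 fold change was 8.32 without Ta2. Independent lists of these sizes would share 239 genes higher in ‘Alicante Bouschet’ and 118 higher in ‘Trincadeira’. The 2 comparisons have no library in common but come from one fit with a pooled spread, so these lists are not independent. With only the compared groups fitted, 973 and 682 genes were shared, against 188 and 104 for independent lists. A gene called in one comparison and not in the other is not thereby shown to differ between them, and the interaction of cultivar and symptoms called 25 genes. In the first series alone, 490 and 390 genes were shared, with 700 and 686 called between symptomatic plants alone and 426 and 270 between asymptomatic plants alone.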

The same is observed when we analyse symptomatic and asymptomatic plants of the same cultivar. 

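The responses of the cultivars to symptoms shared 3 called genes, all higher in symptomatic plants. One was PR10.3 (VIT_00035059001), a pathogenesis-related protein of family 10. The others, VIT_00012810001 and VIT_00012811001, carry consecutive IDs and no description in the paper’s tables. They rose with log2 fold changes of 3.26 and 3.15 in ‘Alicante Bouschet’ and 3.53 and 3.10 in ‘Trincadeira’. Their calls ended in ‘Alicante Bouschet’ without any 1 of 8 libraries (ABs1 or ABs2, ABa1 or ABa3, Ts2, Ta1, Ta2 or Ta3; adjusted p from 0.0603 to 0.166) and without any 1 of 8 libraries (ABs1 or ABs2, ABa1 or ABa3, Ts2, Ta1, Ta2 or Ta3; adjusted p from 0.0685 to 0.166), and in ‘Trincadeira’ without any 1 of 6 libraries (ABs1, ABa1, Ts1 or Ts2, Ta1 or Ta2; adjusted p from 0.0512 to 0.233) and without any 1 of 8 libraries (ABs1, ABa1 or ABa3, Ts1 or Ts2, Ta1, Ta2 or Ta3; adjusted p from 0.0504 to 0.237). With the replicate number as a block the 3 genes, in the order given, kept their calls in ‘Alicante Bouschet’ and lost them in ‘Trincadeira’ (adjusted p = 0.0735, 0.0577 and 0.0731, edgeR QL test with BH adjustment). No gene was called as lower in both (edgeR QL test with BH adjustment; 12 with DESeq2, 60 with the authors’ p-values and 9 without Ts3). Independent lists of the 14 and 48 genes called as higher would share 0.0353 (one-sided exact hypergeometric test, p = 5.39e-06). The comparisons have no library in common. Both lists came from one fit that pooled the spread of each gene over all groups, however. They are thus not independent, and this p-value can be too small. With only the compared groups fitted, the lists of higher genes held 0 and 2 genes and shared 0. The shared count was 17 without ABs3, 43 without Ts3 and 0 without any other single library except ABa2 (4 genes), it was 0 with the replicate number as a block and 4 with the library series as a covariate, and it was 0 within the first series, where AB symp. vs. AB asymp. called no gene (3110 at an unadjusted p under 0.05).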

There are three common DEGs in asymptomatic plants and 29 in symptomatic ones, with ‘Trincadeira’ having a much higher number of up-regulated genes (Fig. 1).

**Fig. 1:**
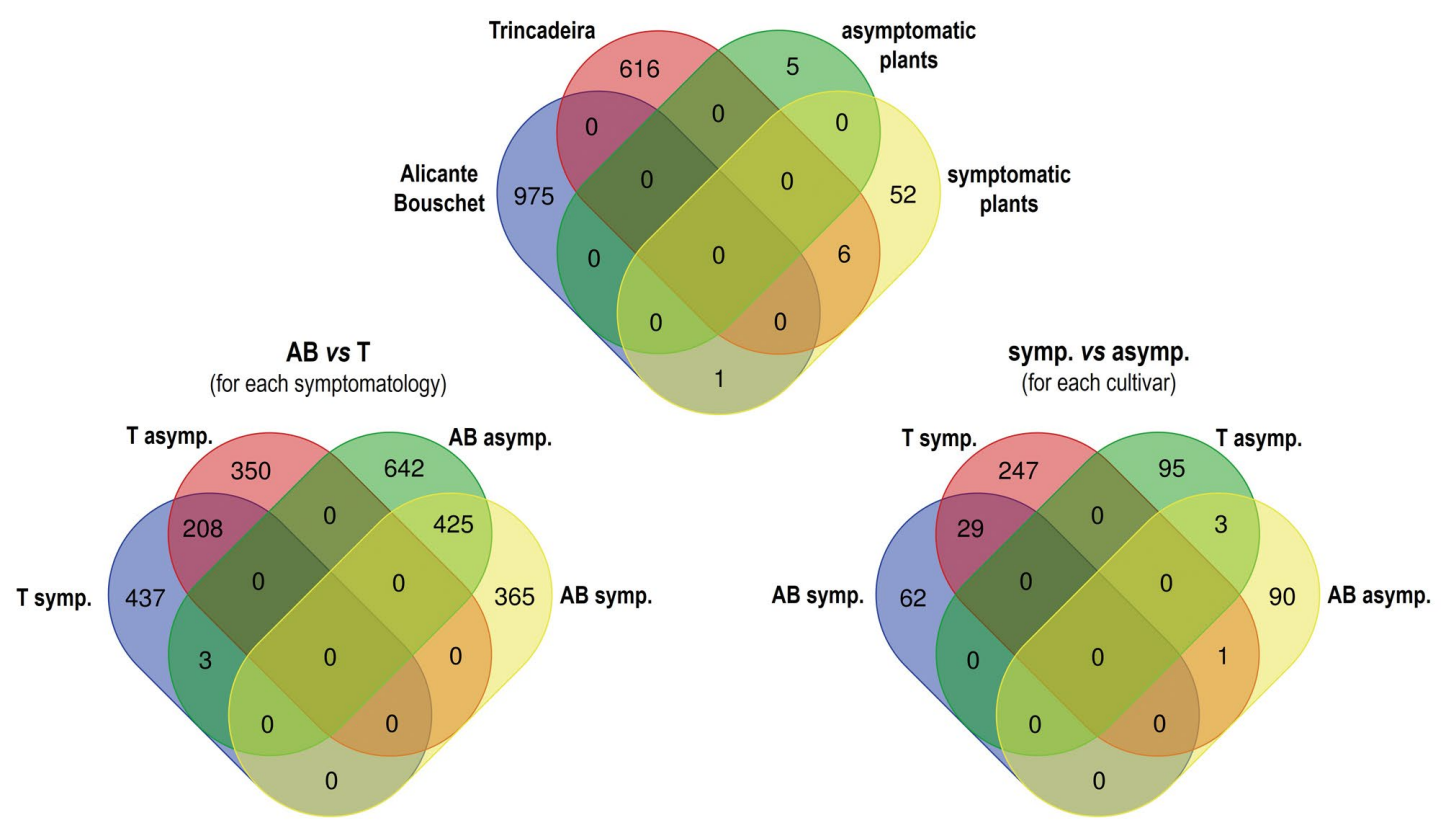
Venn diagrams with the common differentially expressed genes (DEGs) between GTDs symptomatic (symp.) and asymptomatic (asymp.) plants from cv. ‘Alicante Bouschet’ (AB) and ‘Trincadeira’ (T)

### Validation analysis

To validate the accuracy and reliability of our transcriptome data, 16 target genes with different expression levels were selected for qPCR analysis (Supplementary Figure S4). For each gene, the Log_2_ fold change of qPCR was compared with the RNA-seq (Fig. 2), and Pearson correlation coefficients ranged from 0.897 (*SAUR71*) to 0.998 (*PR2*) (Supplementary Figure S5). 

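In the RNA-seq counts, 10 of these 16 genes were called in T vs. AB or in symp. vs. asymp., a count that was defined after the data were seen. Between the cultivars, LOX, STS1, HT5 and cwINV were higher in ‘Trincadeira’, and PR1, bHLH94, MYB61, SAUR71 and HSP101 were lower. SAUR71, an auxin-responsive gene, had a log2 fold change of -4.68 (standard error 0.71, adjusted p = 0.000509) and HSP101 one of -2.18 (standard error 0.30, adjusted p = 0.000328; edgeR QL test with BH adjustment). In symp. vs. asymp., PR1 and PR4 rose and 14 of the genes did not pass the test; both calls rested on single libraries, which are named with the pathogenesis-related genes below. MAPKKK17 (VIT_00030452001), a kinase of the MAP kinase cascade, was among these, with 43.8 ± 9.31 CPM in AB asymp., 10.9 ± 6.44 in AB symp., 65.8 ± 17.2 in T asymp. and 16.9 ± 18.2 in T symp. plants (SD, n = 3; log2 fold change -1.97, standard error 0.50, adjusted p = 0.0759, same test). GAPDH and PEP were not called in either comparison. Their log2 fold changes were -0.41 and 0.04 in T vs. AB and -0.21 and 0.19 in symp. vs. asymp. DESeq2 called all 16 genes in at least one of the comparisons. MAPKKK17 was called in symp. vs. asymp. without Ts3 (adjusted p = 0.00699). The RT-qPCR measurements were not analysed here.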

The concordance correlation coefficient between these two methods was determined, and the obtained values were 0.843 and 0.879 for the cultivar and symptomatology factors, respectively. The results demonstrate a substantial strength of agreement between RNA-seq and qPCR analysis, indicating that the RNA-seq data reflects the real expression patterns of the grapevine genes.

**Fig. 2:**
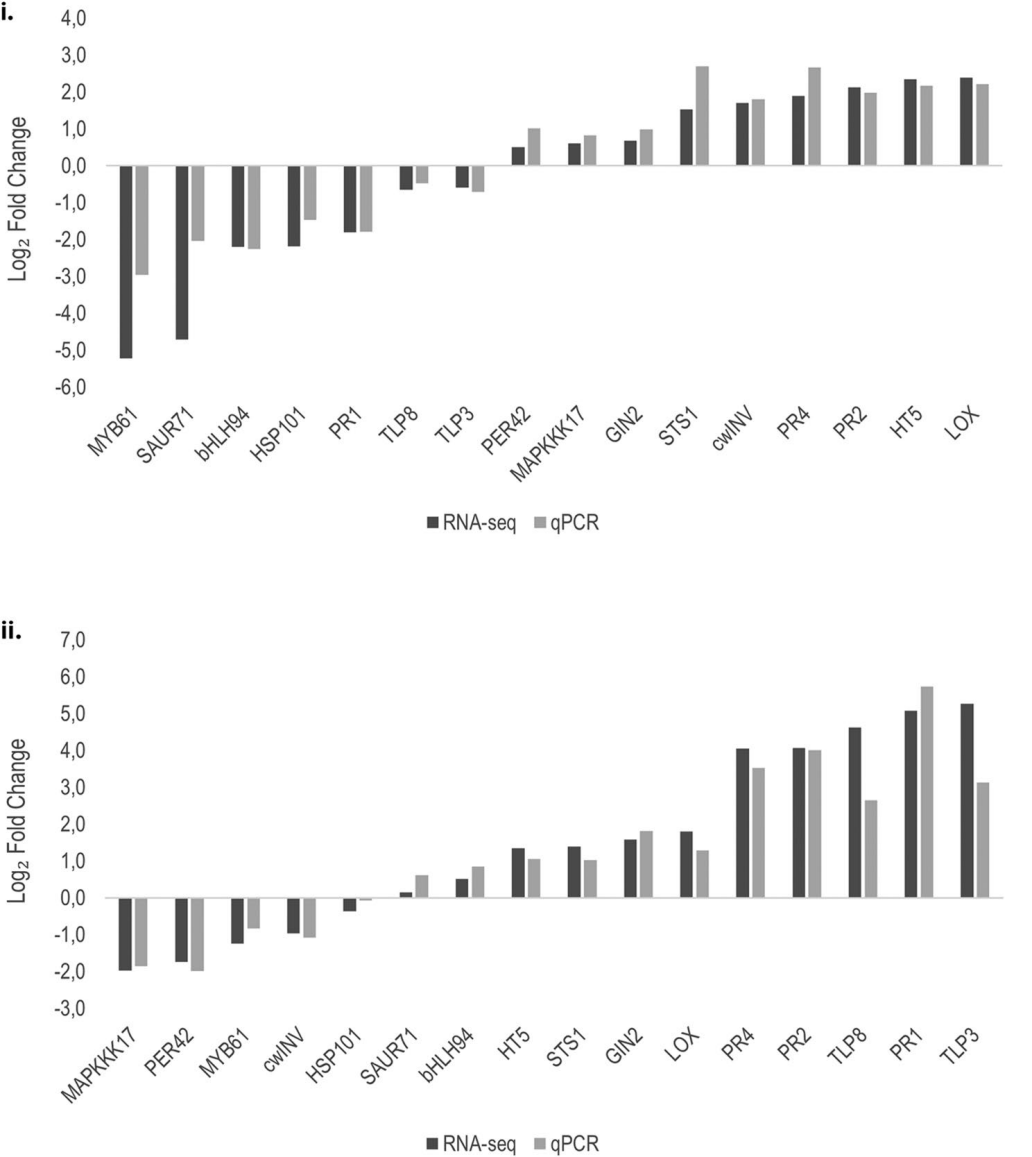
Gene expression comparison of 16 genes with RNA-seq and qPCR of GTDs symptomatic (symp.) and asymptomatic (asymp.) plants from cv. ‘Alicante Bouschet’ (AB) and ‘Trincadeira’ (T), considering only two comparison groups **(i)** T vs. AB and **(ii)** symp. vs. asymp. Positive values indicate overexpression in ‘Trincadeira’ and symptomatic plants; and negative values overexpression in ‘Alicante Bouschet’ and asymptomatic plants. PR1 Pathogenesis-related protein 1; PR2 Glucan endo-1,3-β-D-glucosidase; PR4 Pathogenesis-related protein 4; TLP3 and TLP8 Thaumatin family; bHLH94 and MYB61 Transcription factors; MAPKKK17 Mitogen-activated protein kinase kinase kinase 17; PER42 Peroxidase 42; LOX Linoleate 9 S-lipoxygenase; SAUR71 Auxin-responsive protein; STS1 Stilbene synthase 1; HSP101 Heat Shock Protein 101; HT5 Hexose transporter; GIN2 Acid β-fructofuranosidase, vacuolar invertase; cwINV β-fructofuranosidase, cell wall apoplastic invertase. The significance of the correlation is *p* < 0.001 for all target genes

### Functional enrichment analysis of differentially expressed genes

Functional enrichment analysis of up- and down-regulated genes was performed (Fig. 3; Supplementary Table S5) based on functional categories [47]. A separate functional analysis is presented for the six comparisons: T vs. AB; symp. vs. asymp.; AB symp. vs. T symp.; AB asymp. vs. T asymp.; AB symp. vs. AB asymp.; and T symp. vs. T asymp. Overall, the GO enrichment analysis indicated that GTDs infection had a greater influence on DEGs belonging to the categories of molecular function, followed by biological process, and finally to cellular process.

In the symp. vs. asymp. comparison group, only two enriched GO terms related to peroxidase activity and response to oxidative stress were identified. 

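PER42 (VIT_00012727001), a class III peroxidase of the cell wall, had mean levels in symptomatic plants below those in asymptomatic plants of both cultivars. It stood at 831 ± 440.3 CPM in AB asymp. and 287 ± 103 in AB symp., and at 1236 ± 295 in T asymp. and 336 ± 195 in T symp. plants (SD, n = 3). The gene lies on one sequence of the 12X assembly from 1056611 to 1058625. Its log2 fold change in symp. vs. asymp. was -1.71 (standard error 0.38, adjusted p = 0.0547, edgeR QL test with BH adjustment), which did not pass the threshold. Within the cultivars it was -1.54 in ‘Alicante Bouschet’ (adjusted p = 0.166) and -1.88 in ‘Trincadeira’ (adjusted p = 0.107, same test). The gene was called by DESeq2 (adjusted p = 0.000264) and by edgeR without any 1 of 3 libraries (ABs3, ABa2, Ts3; adjusted p from 0.0326 to 0.0485). Among the first-series libraries, its log2 fold change was -1.81 (adjusted p = 0.0943).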

In both, the single gene involved is *PER42*, up-regulated in asymptomatic plants. When comparing both cultivars (T vs. AB), regardless of the symptomatology, 10 enriched GO terms were identified, including six molecular functions (transporter activity, sulfate transmembrane transporter activity, secondary active sulfate transmembrane transporter activity, polysaccharide binding, drug transmembrane transporter activity, and antiporter activity) and four biological processes (transport, transmembrane transport, sulfate transport, and drug transmembrane transport), all of them related to transport and markedly enriched in ‘Alicante Bouschet’, the susceptible cultivar. These DEGs included those encoding multidrug and toxic compound extrusion (*MATE*) transporters, glycosyltransferases, wall-associated receptor kinases (*WAK*) and other protein kinases, sulfate transporters, nitrate-peptide transporters, ATP-binding cassette (*ABC*) transporters, sugar transporters, nucleobase-ascorbate transporters, voltage and ligand gated potassium channel, chloride channel and mechanosensitive ion channel proteins, Ca^2+^:H^+^ antiporter, auxin efflux carrier family protein, aquaporins, among others.

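Of 6 described sulfate transporters, 5 were lower in ‘Trincadeira’ than in ‘Alicante Bouschet’ and none was higher, and of 9 nitrate and peptide transporters, 8 were lower and 1 was higher (5 and 8 lower also when adjusted over the list alone; the study chose both lists on these libraries). One of the 8, VIT_00008064001, is also described as a glucosyltransferase in Table S5 and counts among the UDP-glycosyltransferases as well. The sulfate transporter 3.4 (VIT_00017118001), a carrier of sulfate across membranes, had a log2 fold change of -3.56 in T vs. AB (standard error 0.62, adjusted p = 0.00105, edgeR QL test with BH adjustment), and the sulfate transporter 3.3-related gene (VIT_00011744001) one of -3.17 (standard error 0.51, adjusted p = 0.00067, same test). Among the nitrate and peptide transporters, NPF7.3 (VIT_00013171001) had a log2 fold change of -4.63 (standard error 0.72, adjusted p = 0.000597) and NPF4.4 (VIT_00037125001) one of -1.93 (standard error 0.28, adjusted p = 0.000433, same test). An ERD6-like sugar transporter (VIT_00017844001) was lower by the same test (log2 fold change -3.17, adjusted p = 0.00141). All 35 genes that Table S5 gives under transmembrane transport in this comparison were lower in ‘Trincadeira’, with a median log2 fold change of -3.26. This count was 31 within the first series. One sulfate transporter of the 6 was called as higher in ‘Trincadeira’ without ABs3 or Ts1.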

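All 11 described subtilisin-like proteases, serine proteases that are mostly secreted into the cell wall, were higher in symptomatic ‘Alicante Bouschet’ than in symptomatic ‘Trincadeira’ (11 also when adjusted over the list alone, a list the study chose on these libraries). VIT_00016449001 had a log2 fold change of 2.57 (standard error 0.39, adjusted p = 0.00122) and VIT_00015069001 one of 2.91 (standard error 0.50, adjusted p = 0.0022; edgeR QL test with BH adjustment). Of 21 genes of Table S5 under proteolysis, 20 were higher in AB symp. All 24 genes under transmembrane transport and all 4 under sulfate transport were higher too. With replicates 1 and 2 only, 8 of the subtilisin-like proteases, 14 of the proteolysis genes, 16 of the transmembrane transport genes and 3 of the sulfate transport genes were called. Without Ts2, 7 subtilisin-like proteases were called, and the sulfate transport count was 2 without ABs2, ABs3 or Ts2.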

In the AB symp. vs. T symp. comparison group, there was an enrichment of 15 GO terms, eight of them up-regulated, that include genes involved in transport, which largely overlap with those in the previous comparison group, as well as genes involved in fundamental processes of primary metabolism for recycling and regulating cellular protein content (serine-type endopeptidase activity and proteolysis). The remaining seven enriched GO terms include genes up-regulated in T symp. involved in primary metabolism (transferase activity - transferring hexosyl groups, hydrolase activity - acting on carbon-nitrogen bonds, and nitrogen compound metabolic process), regulation of gene expression (serine-type endopeptidase inhibitor activity, sequence-specific DNA binding transcription factor activity, and sequence-specific DNA binding), and stress response (response to wounding). These included genes belonging to the β-cyano-L-alanine hydratases/nitrilases, UDP-glycosyltransferases, WRKY, heat shock, AP2/ethylene-responsive transcription factor and other families, and potato inhibitor I family. 

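Of 5 nitrilases that Table S5 describes, 4 were higher in symptomatic ‘Trincadeira’ than in symptomatic ‘Alicante Bouschet’ and 1 did not pass. The NIT4-type nitrilases convert beta-cyano-L-alanine, a product of cyanide detoxification. Among them VIT_00022715001 had a log2 fold change of -2.40 in AB symp. vs. T symp. plants (standard error 0.32, adjusted p = 0.000586, edgeR QL test with BH adjustment) and VIT_00022723001 one of -2.91 (standard error 0.43, adjusted p = 0.00103, same test). Of 23 UDP-glycosyltransferases tested, 15 were higher in T symp., 2 were higher in AB symp. and 6 did not pass (18 and 3 when adjusted over the list alone, chosen by the study on these libraries). The 2 were VIT_00008064001 and VIT_00030951001, which other descriptions in Table S5 give as a nitrate and peptide transporter and a multidrug resistance protein. UGT71C4 (VIT_00015859001) had a log2 fold change of -2.15 (standard error 0.28, adjusted p = 0.000577, same test). Of 5 described protease inhibitors, 4 were higher in T symp. plants (5 when adjusted over the list alone), among them the Kunitz-type inhibitor VIT_00012922001 (log2 fold change -7.01, standard error 1.62, adjusted p = 0.00876, edgeR QL test with BH adjustment; -3.59 without Ts2). The potato inhibitor I gene VIT_00018142001 had a log2 fold change of -4.79 (adjusted p = 0.017, same test), and its call ended without any 1 of 2 libraries (ABs2, Ts2; adjusted p from 0.0558 to 0.0772). Without ABs2 or Ts2, 2 inhibitors were called, and 1 UDP-glycosyltransferase was higher in AB symp. without ABs2, Ts1 or Ts2 and in the first series. When only the first series was fitted, 12 UDP-glycosyltransferases and 4 inhibitors were higher in T symp.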

The presence of various potato type I and II proteinase inhibitors has been verified in response to pathogens, with an altered regulation of different plant physiological processes (e.g. response to dehydration, programmed cell death, plant growth, trichome density, and branching) [56].

AB asymp. vs. T asymp. was the most enriched group with 19 up-regulated GO terms. The highly expressed are hydrolase activity - hydrolyzing O-glycosyl compounds (22 genes), copper ion binding (13 genes), transport (16 genes), and transporter activity (12 genes). The down-regulated genes are involved in transmembrane transport (21 genes) and ADP binding (15 genes). 

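All 15 genes of Table S5 under ADP binding were lower in asymptomatic ‘Alicante Bouschet’ than in asymptomatic ‘Trincadeira’, with a median log2 fold change of -2.55 (15 also when adjusted over the list alone, a list the study chose on these libraries). They code mostly for resistance proteins with an NB-ARC domain, which binds ADP and ATP. The TIR and NB-ARC gene VIT_00001491001 stood at 3.09 ± 0.364 CPM in AB asymp. and 22.9 ± 2.05 in T asymp. plants (SD, n = 3; log2 fold change -2.89, standard error 0.29, adjusted p = 0.000171, edgeR QL test with BH adjustment). Of 21 genes under transmembrane transport, 18 were lower in AB asymp. and 3 did not pass (19 lower when adjusted over the list alone). Within the first series, 13 of the ADP binding genes and 12 of the transmembrane transport genes were called as lower.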

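Genes of cell wall loosening, lignification and the microtubules were higher in asymptomatic ‘Alicante Bouschet’ than in asymptomatic ‘Trincadeira’. All 6 described xyloglucan endotransglucosylases, enzymes that cut and rejoin wall xyloglucan, were higher, as were 6 of 7 laccases, which oxidize lignin precursors, all 4 pectin enzymes and 9 of 12 tubulins and kinesins (6, 6, 4 and 9 also when adjusted over the list alone, chosen by the study on these libraries). Among the first, TCH4 (VIT_00029174001) had a log2 fold change of 2.87 (standard error 0.48, adjusted p = 0.00227, edgeR QL test with BH adjustment). LAC17 (VIT_00034146001), a laccase, had a log2 fold change of 5.30 (standard error 1.11, adjusted p = 0.00607) and the alpha-tubulin VIT_00004414001 one of 4.02 (standard error 0.76, adjusted p = 0.00411, same test). SUS6 (VIT_00029388001), a sucrose synthase, stood at 11.8 ± 11.4 CPM in AB asymp. and 0.898 ± 0.614 in T asymp. plants (SD, n = 3; log2 fold change 3.69, adjusted p = 0.0137, same test), and TPX2 (VIT_00026314001), a spindle protein, had a log2 fold change of 5.00 (adjusted p = 0.00919, same test; 3.12 without ABa1). In AB symp. vs. T symp., 5 of the xyloglucan endotransglucosylases, 4 laccases, 3 pectin enzymes and 4 tubulins and kinesins were higher in ‘Alicante Bouschet’, and the interaction called no member of these 4 lists (edgeR QL test with BH adjustment, 5 at an unadjusted p under 0.05 and 2 by DESeq2; 1 tubulin or kinesin without ABa2). Of these counts between symptomatic plants, the laccases were 2 without Ts1 or Ts2 and 0 within the first series, and the tubulins and kinesins 1 without ABs3 or Ts1, 2 without Ts2, 8 without Ts3 and 6 within the first series. Several counts between asymptomatic plants rested on single libraries: 3 laccases were called without ABa1, Ta2 or Ta3, and 4, 3 and 5 tubulins and kinesins without these same libraries, while 2 xyloglucan endotransglucosylases, 0 laccases, 2 pectin enzymes and 5 tubulins and kinesins were called within the first series. The call of SUS6 ended without Ta2 (adjusted p = 0.0514).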

DEGs of phosphatidylinositol phospholipase C, hydrolase, xyloglucan: xyloglucosyl transferase, activation of protein kinase and sucrose synthase activities, sucrose metabolic and cellular glucan metabolic processes, regulation of mitotic spindle organization, apoplast, cell wall, microtubules, spindle, copper ion and microtubule binding, and microtubule-based process were exclusively up-regulated in asymptomatic ‘Alicante Bouschet’ plants.

In contrast, the AB symp. vs. AB asymp. comparison group was the least enriched group regarding GO terms, with only one enriched molecular function related to transferase activity - transferring glycosyl groups, including two galactinol synthase and one inositol 3-alpha-galactosyltransferase genes up-regulated in AB asymp. These genes are involved in the biosynthesis of raffinose oligosaccharides, which has been widely described to perform several functions in plants, including carbohydrate transport and protection against biotic and abiotic stresses [57]. 

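The galactinol synthase 2-related genes VIT_00031274001 and VIT_00031278001 and the inositol 3-alpha-galactosyltransferase gene VIT_00031282001, which make galactinol for raffinose synthesis, had mean levels in AB asymp. above those in AB symp. The first stood at 965 ± 536 CPM in AB asymp. and 227 ± 112 in AB symp. plants (SD, n = 3), the second at 532 ± 349.7 and 94.2 ± 70.8, and the third at 434 ± 319 and 87.1 ± 70. In AB symp. vs. AB asymp. their log2 fold changes were -2.09 (standard error 0.58, adjusted p = 0.113), -2.50 (standard error 0.68, adjusted p = 0.112) and -2.32 (standard error 0.75, adjusted p = 0.147; edgeR QL test with BH adjustment). None of these changes was called over all genes, all 3 were called when adjusted over the list alone, which the study chose on these libraries, and all 3 were called by DESeq2. In ‘Trincadeira’ the log2 fold changes were -0.31, -0.33 and -0.31, and the interaction of cultivar and symptoms was not called for any of them (adjusted p = 0.274, 0.254 and 0.338, same test). In the first series alone, the log2 fold changes of the 3 genes in ‘Alicante Bouschet’ were -1.24 (adjusted p = 0.188), -1.45 (adjusted p = 0.206) and -1.16 (adjusted p = 0.362).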

The accumulation of these oligosaccharides can help to reduce oxidative damage by scavenging reactive oxygen species (ROS) produced during stress. Their role in the accumulation of protective sugars may help to limit pathogen spread and increase the overall resilience of the plant under stressful conditions, which may help ‘Alicante Bouchet’ plants to avoid showing GTDs symptoms [58]. No functional category was enriched in symptomatic plants of ‘Alicante Bouschet’.

Finally, two molecular functions related to primary metabolism (transferase activity - transferring acyl groups other than amino-acyl groups and serine-type peptidase activity) were up-regulated in T asymp. when comparing symptomatic and asymptomatic plants of ‘Trincadeira’ (T symp. vs. T asymp.). On the other hand, three molecular functions and five biological processes were up-regulated in T symp. These include genes involved in primary and secondary metabolism (transferase activity - transferring hexosyl groups, inositol 3-alpha-galactosyltransferase activity, galactose metabolic process, lipid metabolic process, and lipid biosynthetic process), regulation of gene expression (endopeptidase inhibitor activity), and stress response (response to biotic stimulus and defence response).

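The 3-ketoacyl-CoA synthase 1-related gene (VIT_00027424001), of an enzyme family that elongates very-long-chain fatty acids, was higher in asymptomatic than in symptomatic ‘Trincadeira’. Its level was 79.5 ± 6.24 CPM in T asymp. and 27.1 ± 10.1 in T symp. plants (SD, n = 3; log2 fold change -1.55, standard error 0.25, adjusted p = 0.0437, edgeR QL test with BH adjustment). The 3-ketoacyl-CoA synthase 12-related gene (VIT_00032613001) and the prolylcarboxypeptidase VIT_00031436001, a serine peptidase, had log2 fold changes of -2.39 and -2.24 and did not pass (adjusted p = 0.11 and 0.138, same test). Of the 5 genes that Table S5 gives as higher in T asymp., 1 was called over all genes, 5 when adjusted over the list alone, which the study chose on these libraries, and 5 by DESeq2. The call of the synthase 1-related gene ended without any 1 of 9 libraries (ABs1 or ABs2, ABa1, ABa2 or ABa3, Ts1 or Ts2, Ta1 or Ta2; adjusted p from 0.051 to 0.237) and with the replicate number as a block (adjusted p = 0.0735), and it held with the library series as a covariate (adjusted p = 0.0484); of the other 2, the synthase 12-related gene was called without Ts3 (adjusted p = 0.0269). Of the 5, 3 were called within the first series and without Ts3, and none without any 1 of the 9 libraries that ended the call.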

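Of the 26 genes that Table S5 gives as higher in symptomatic than in asymptomatic ‘Trincadeira’, 3 were called over all genes, 26 when adjusted over the list alone, which the study chose on these libraries, and 23 by DESeq2. The 3 were PR10.3 (VIT_00035059001) and 2 UDP-glycosyltransferases, enzymes that attach sugars to small molecules. UGT71C4 (VIT_00015859001) rose from 19.1 ± 6.39 CPM in T asymp. to 74.8 ± 6.72 in T symp. plants (SD, n = 3; log2 fold change 1.97, standard error 0.28, adjusted p = 0.0342, edgeR QL test with BH adjustment). VIT_00016411001 rose with a log2 fold change of 1.48 (standard error 0.23, adjusted p = 0.0437, same test). Of 7 genes under lipid metabolic process none was called (edgeR QL test with BH adjustment; 7 at an unadjusted p under 0.05, 7 by DESeq2, 4 within the first series, 2 without ABs3 and 3 without Ts3); the phospholipase A1 gene VIT_00002124001 had a log2 fold change of 2.26 (standard error 0.44, adjusted p = 0.0593, same test). The galactinol synthase gene VIT_00034938001 stood at 7.83 ± 11.9 CPM in T symp. and 0.0714 ± 0.0134 in T asymp. plants (log2 fold change 6.72, adjusted p = 0.127, same test). The number called among the 26 was 1 without ABs1, 6 without ABs3, 14 without Ts3, 0 without ABs2, ABa1, Ts1, Ts2, Ta1 or Ta2, and 14 within the first series. The call of UGT71C4 ended without any 1 of 6 libraries (ABs2, ABa1, Ts1 or Ts2, Ta1 or Ta2; adjusted p from 0.0512 to 0.233) and that of VIT_00016411001 without any 1 of 8 libraries (ABs1 or ABs2, ABa1 or ABa3, Ts1 or Ts2, Ta1 or Ta2; adjusted p from 0.0512 to 0.237); the phospholipase A1 gene was called without any 1 of 2 libraries (ABs3, Ts3; adjusted p from 0.0236 to 0.0361). The calls of PR10.3, UGT71C4 and VIT_00016411001 ended with the replicate number as a block (adjusted p = 0.0735, 0.0713 and 0.0755) and held with the library series as a covariate.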

**Fig. 3:**
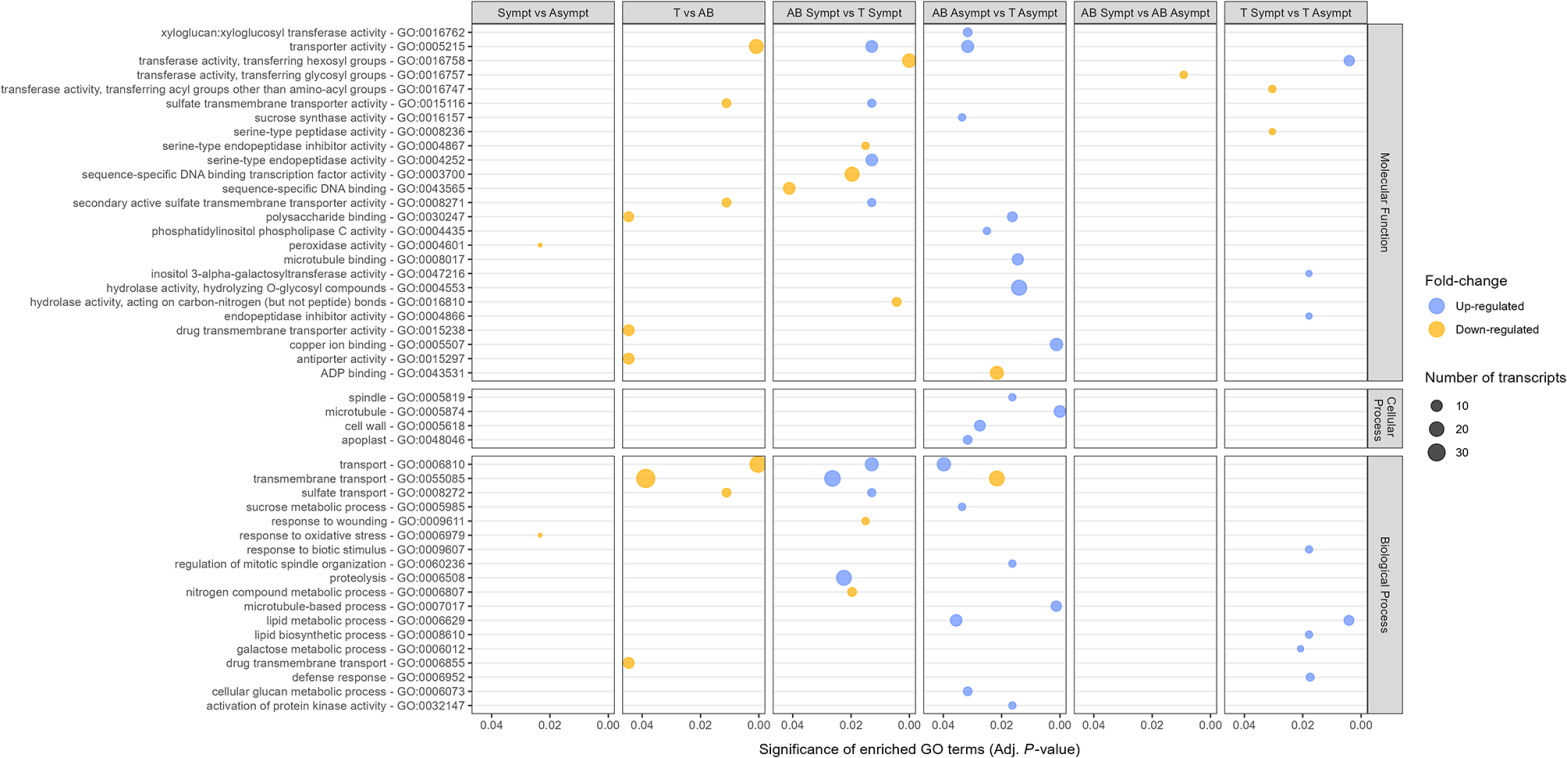
Significantly enriched GO terms of DEGs in response to GTDs infection (p-adjust ≤ 0.05) in six comparison groups: symptomatic vs. asymptomatic plants (symp. vs. asymp.); ‘Trincadeira’ vs. ‘Alicante Bouschet’ (T vs. AB); symptomatic plants from cv. ‘Alicante Bouschet’ vs. symptomatic plants from cv. ‘Trincadeira’ (AB symp. vs. T symp.); asymptomatic plants from cv. ‘Alicante Bouschet’ vs. asymptomatic plants from cv. ‘Trincadeira’ (AB asymp. vs. T asymp.); symptomatic vs. asymptomatic plants from cv. ‘Alicante Bouschet’ (AB symp. vs. AB asymp.); and symptomatic vs. asymptomatic plants from cv. ‘Trincadeira’ (T symp. vs. T asymp.). Blue and yellow points represent up- and down-regulated genes associated to specific pathways, respectively. The size of each point indicates the number of genes involved in each functional subcategory. Full dataset in Supplementary Table S5

## Discussion

### The number of DEGs is mainly impacted by grapevine cultivar

Plant health is strongly linked to the intrinsic immunity of the plant, which depends on the induction of defence responses. Transcriptional changes in both plant resistant and susceptible response to pathogens help to exploit key genes involved in the activation of antipathogenic responses for the development of a molecular toolbox that can estimate the tolerance or resistance to diseases [59, 60].

In the study here presented, differences in gene expression were analysed by comparing the transcriptomic profile of GTDs symptomatic and asymptomatic plants of cv. ‘Alicante Bouschet’ (highly susceptible to GTDs) and cv. ‘Trincadeira’ (slightly susceptible or tolerant to GTDs). As expected, our results indicated that GTDs infection stimulated a wide range of responses in the host and demonstrated that defensive strategies were more effective in ‘Trincadeira’. In contrast, ‘Alicante Bouschet’ did not elicit such defensive responses and displayed an enrichment of functional categories predominantly associated with transport, which may contribute to the heightened susceptibility of this cultivar. Although samples selected for transcriptomic profiling were collected after the onset of GTDs symptoms, the degree of senescence observed is likely to reflect the different susceptibility of the cultivars to the disease. More susceptible cultivars might exhibit more pronounced senescence, which could influence the observed gene expression patterns. Notably, differences in cultivar susceptibility to Esca were associated to variations in vascular occlusion formation, which is linked to premature senescence, and may serve as an indicator of plant resistance [61]. This further supports that the differential responses result from both disease impact and inherent cultivar-specific defense mechanisms.

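In T vs. AB, 4355 of the 19017 genes tested were called, 1634 higher in ‘Trincadeira’ and 2721 higher in ‘Alicante Bouschet’, against 151 between symptomatic and asymptomatic plants. Among the genes read in both cultivars, VIT_00021949001 had a log2 fold change of -5.80 (standard error 0.12, adjusted p = 1.07e-09, edgeR QL test with BH adjustment). Of the genes higher in ‘Trincadeira’, VIT_00015562001 stood at 15.1 ± 4.61 CPM in T asymp. and 51.6 ± 17.8 in T symp., and at 0.161 ± 0.0417 in AB asymp. and 0.218 ± 0.0317 in AB symp. plants (SD, n = 3; log2 fold change 7.17, standard error 0.28, adjusted p = 1.73e-07, same test). The paper’s tables give no description for these genes. The count was 3367 within the first series, of which 3118 genes were also called over all libraries, and lay between 4061 and 4739 when any 1 library was left out. Between asymptomatic and between symptomatic plants, the 3629 and 3640 genes called differed by less than leaving out 1 library moved either count (from 2479 to 4424 and from 2841 to 3847).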

PCA indicated that most of the observed variation in gene expression was a consequence of the cultivar, with the largest differences were observed between the two asymptomatic groups (AB asymp. vs. T asymp.). This is explained by the genetic divergence between the two *V. vinifera* cultivars. A complementary microsatellite study, carried out by our team, confirmed that the selected plants belonged to the expected cultivar (data not shown).

### Transport-related genes are suggested to play an important role in the susceptibility of ‘Alicante Bouschet’ to trunk diseases

Transcriptomic data revealed that genes up-regulated in ‘Alicante Bouschet’, the most susceptible cultivar, when comparing with ‘Trincadeira’, were enriched in functional categories mainly involved in transport, especially in symptomatic plants (Fig. 3; Supplementary Table S5). Transporter proteins facilitate the movement of various substances across cell membranes, including a wide repertoire of secondary metabolites, toxins, metal ions, and other small compounds [62, 63], which may influence plant-pathogen interactions. In the case of ‘Alicante Bouschet’, the up-regulation of transport-related genes suggests a multifaceted involvement in the disease process, possibly promoting pathogen dissemination or enhancing the movement of toxic metabolites within the plant.

Secondary metabolites play a role in plant defence against pathogens, including in grapevine [63, 64]. However, not all the secondary metabolites present in plants are produced by them; many are produced by pathogens, including phenolic phytotoxins, growth-related phytohormones and toxic effectors [15], which may play a role in virulence in plant-pathogen interactions and may be linked to symptom development [65]. This can explain the high amount of up-regulated genes encoding transporter proteins found in ‘Alicante Bouschet’ compared to ‘Trincadeira’, especially in symptomatic plants. Symptomatic plants from a susceptible cultivar would be expected to show higher levels of secondary metabolites, enhancing symptom development. The accumulation of phytotoxic metabolites and cell-wall-degrading enzymes in the lumens of xylem vessel restricts water transport, leading to foliar symptoms [66, 67], and induces the deposition of tyloses as a defensive response [68]. The role of phytotoxic metabolites in the virulence of trunk pathogens has been the subject of considerable research [12, 69, 70].

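All 10 described ABC transporters, pumps that use ATP to move compounds across membranes, differed between the cultivars, and 7 were higher in ‘Alicante Bouschet’ and 3 in ‘Trincadeira’ (7 and 3 also when adjusted over the list alone, a list the study chose on these libraries). Of those higher in ‘Alicante Bouschet’, the ABCB15-related gene (VIT_00032578001) had a log2 fold change of -2.97 in T vs. AB (standard error 0.38, adjusted p = 0.000204) and the ABCB11-related gene VIT_00017696001 one of -2.31 (standard error 0.24, adjusted p = 6.52e-05; edgeR QL test with BH adjustment). Of those higher in ‘Trincadeira’, ABCB1 (VIT_00007586001) stood at 3.43 ± 0.437 CPM in T symp. and 0.341 ± 0.0981 in AB symp. plants (SD, n = 3), with a log2 fold change of 3.52 in T vs. AB (standard error 0.29, adjusted p = 1.6e-05, same test). Another ABCB11-related gene, VIT_00028256001, had a log2 fold change of 2.28 (standard error 0.35, adjusted p = 0.000507, same test). Between symptomatic plants 6 were higher in ‘Alicante Bouschet’, 3 in ‘Trincadeira’ and 1 did not pass. Among the first-series libraries, the counts in T vs. AB were again 7 and 3.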

A prominent group of transporters overexpressed in ‘Alicante Bouschet’ plants is the ABC superfamily. These transporters may contribute to detoxification and defence, and might inadvertently aid pathogen survival by mediating toxin efflux or redistributing compounds that favour infection [63, 71]. An up-regulation of ABC transporters was already identified during grapevine infection with *Lasiodiplodia theobromae* [72].

Some MATE genes were overexpressed in ‘Alicante Bouschet’ plants, both in the comparison between cultivars and between symptomatic plants of the two cultivars. 

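All 10 described MATE transporters, carriers that export organic compounds in exchange for protons or sodium, were higher in ‘Alicante Bouschet’, in T vs. AB as well as between symptomatic plants, and 8 were higher between asymptomatic plants (10, 10 and 9 when adjusted over the list alone, a list the study chose on these libraries). VIT_00025266001 stood at 22.8 ± 5.42 CPM in AB symp. and 5.32 ± 1.19 in T symp. plants (SD, n = 3), with a log2 fold change of 2.10 in AB symp. vs. T symp. plants (standard error 0.26, adjusted p = 0.000433, edgeR QL test with BH adjustment). VIT_00011801001 stood at 31.6 ± 6.62 and 7.66 ± 4.08 CPM in the same groups, and its log2 fold change in T vs. AB was -1.85 (standard error 0.27, adjusted p = 0.000384, same test). VIT_00036812001 had a log2 fold change of -2.82 in T vs. AB (standard error 0.39, adjusted p = 0.000318, same test). VIT_00030594001 held from 141 to 315 counts in the ‘Alicante Bouschet’ libraries and 0 in every ‘Trincadeira’ library. With replicates 1 and 2 only, 9 of the 10 were called in T vs. AB, 7 between symptomatic plants and 4 between asymptomatic plants. Over all libraries but Ta1, 5 were called between asymptomatic plants.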

The MATE protein family is highly abundant in plants and plays a pivotal role in regulating various growth and developmental processes, including the transport of secondary metabolites, toxic compounds and heavy metals; the regulation of disease resistance; and the modulation of plant hormone signalling pathways [73]. Their function in disease resistance is complex: while they can contribute to detoxification, excessive activity may lead to the depletion of defence-related secondary metabolites. The overexpression of MATE genes in ‘Alicante Bouschet’ suggests a potential dysregulation of secondary metabolite transport, possibly interfering with an effective defence response and increasing pathogen fitness, as already verified in other species [74, 75].

Pathogen infection is known to trigger innate immunity via pathogen-associated molecular patterns-triggered immunity (PTI) through extracellular pattern-recognition receptors (PRRs) located on the plasma membrane of the host cells [29]. WAKs are receptor-like kinases that encode PRRs capable of recognizing both cell wall-derived pectins and pectin fragments resulting from pathogen activity, thereby activating defence responses [76]. These genes were up-regulated in ‘Alicante Bouschet’ plants, indicating activation of PTI, leading to the ROS production and epigenetic modifications that regulate the expression of several defence-related genes. 

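All 8 described WAK genes were higher in ‘Alicante Bouschet’ than in ‘Trincadeira’, over all plants, between symptomatic plants and between asymptomatic plants (8 in each also when adjusted over the list alone, a list the study chose on these libraries). VIT_00008777001 stood at 6.23 ± 2.09 CPM in AB asymp., 17.2 ± 3.57 in AB symp., 1.44 ± 0.25 in T asymp. and 3.32 ± 0.592 in T symp. plants (SD, n = 3; in T vs. AB log2 fold change -2.24, standard error 0.20, adjusted p = 2.8e-05, edgeR QL test with BH adjustment). VIT_00021686001 and VIT_00021682001 had log2 fold changes of -6.13 (standard error 0.63, adjusted p = 5.54e-05) and -5.27 (standard error 0.72, adjusted p = 0.000296, same test). VIT_00020110001 had one of -3.55 (standard error 0.50, adjusted p = 0.000331, same test). Related WAK genes may share reads, so the level of a single member is uncertain. When only the first series was fitted, 8 were called in T vs. AB, 7 between symptomatic plants and 5 between asymptomatic plants.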

Although ROS are essential for signalling and defence, their excessive accumulation may lead to oxidative stress, which damages cell structures, including membranes and cell walls [77]. This oxidative damage results in a grapevine weakening, rendering it more susceptible to invasion by trunk pathogens.

Moreover, genes associated with water and nutrient transport may contribute to the systemic dissemination of trunk pathogens or their toxic metabolites within the grapevine, which rely on the vascular system to move through the plant, potentially leading to more extensive colonization and damage. Aquaporins are regarded as the primary molecular gateway for water entry into cells, and they regulate a multitude of physiological processes [78]. Their expression has been demonstrated to be altered in response to a range of environmental stresses, including drought and nutrient deficiency or toxicity [79]. 

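All 8 described aquaporins, channels for water and small solutes, were higher in ‘Alicante Bouschet’ than in ‘Trincadeira’ (8 also when adjusted over the list alone, a list the study chose on these libraries). One of them, VIT_00034224001, is described in Table S5 both as NIP6-1 and by an AP2 domain. PIP1-1 (VIT_00025681001), an aquaporin of the plasma membrane, stood at 172 ± 121 CPM in AB asymp., 79 ± 37.5 in AB symp., 25.2 ± 17.9 in T asymp. and 6.53 ± 1.18 in T symp. plants (SD, n = 3). Its log2 fold change in T vs. AB was -3.18 (standard error 0.50, adjusted p = 0.000628, edgeR QL test with BH adjustment). PIP2-4 (VIT_00025188001) had a log2 fold change of -2.59 (standard error 0.42, adjusted p = 0.000715) and NIP1-1 (VIT_00021274001) one of -2.30 (standard error 0.34, adjusted p = 0.000431, same test). Between symptomatic plants and between asymptomatic plants, 7 of the 8 were higher in ‘Alicante Bouschet’, and none of the 8 was called in symp. vs. asymp. plants (edgeR QL test with BH adjustment; 4 at an unadjusted p under 0.05, 3 by DESeq2, 2 within the first series, 1 without ABa2 and 2 without Ts3). Within the first series, 7 were called in T vs. AB, 4 between symptomatic plants and 2 between asymptomatic plants. Over all libraries but Ta1, or all but Ta2, 4 were called between asymptomatic plants.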

The up-regulation of several aquaporins in ‘Alicante Bouschet’ may reflect an altered water transport system in response to pathogen-induced xylem occlusion, as already observed in apoplectic grapevines [80].

Furthermore, our findings revealed a notable overexpression of the transcription factor *MYB61* and *bHLH94* in ‘Alicante Bouschet’ when compared to ‘Trincadeira’. 

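MYB61 (VIT_00019410001), which lies on one sequence of the 12X assembly from 433948 to 435565, was read at low levels, 8.05 ± 10.5 CPM in AB asymp. and 3.43 ± 1.48 in AB symp. plants (SD, n = 3), against 0.233 ± 0.0119 in T asymp. and 0.0626 ± 0.0547 in T symp. Its log2 fold change was -5.38 in T vs. AB (standard error 0.91, adjusted p = 0.000928), 5.66 in AB symp. vs. T symp. plants (adjusted p = 0.0103) and 5.09 in AB asymp. vs. T asymp. plants (adjusted p = 0.0107; edgeR QL test with BH adjustment; 3.14 without ABa1). The bHLH94 gene (VIT_00000012001) stood at 93.6 ± 27.7 CPM in AB asymp., 158 ± 14.7 in AB symp., 31.9 ± 19.6 in T asymp. and 22.6 ± 4.22 in T symp. Its log2 fold change in T vs. AB was -2.18 (standard error 0.27, adjusted p = 0.00016, same test), and every ‘Alicante Bouschet’ library lay above every ‘Trincadeira’ library. Between symptomatic plants it was 2.80 (adjusted p = 0.000755) and between asymptomatic plants 1.55 (adjusted p = 0.0103, same test). In the first series alone, the T vs. AB log2 fold changes were -5.54 (adjusted p = 0.0236) for MYB61 and -2.02 (adjusted p = 0.00438) for bHLH94.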

MYB transcription factor family plays a pivotal role in the regulation of genes that control the formation of secondary cell walls, which is of paramount importance for providing structural support and facilitating water and nutrient transport in plants, particularly in vascular tissues such as xylem [81, 82]. The bHLH transcription factor family has been demonstrated to exert significant influence over the regulation of genes associated with iron uptake, transport, and homeostasis [83].

To suppress the PTI response, pathogens have evolved specialized secretory systems that facilitate the transport of effectors into plant cells and enable efficient host colonization [84]. To overcome these pathogen effectors, plant R genes recognize these toxic effectors and activate the second defence line, known as ETI [31, 60, 85]. 

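All 9 described resistance genes with an NB-ARC domain, intracellular receptors that detect pathogen effectors, were higher in asymptomatic ‘Trincadeira’ than in asymptomatic ‘Alicante Bouschet’, and 8 of them were higher between symptomatic plants (9 and 8 also when adjusted over the list alone, a list the study chose on these libraries). The TIR, NB-ARC and LRR gene VIT_00025968001 stood at 10.4 ± 1.29 CPM in T asymp. and 2.04 ± 0.434 in AB asymp. plants (SD, n = 3). The log2 fold change in AB asymp. vs. T asymp. was -2.36 (standard error 0.27, adjusted p = 0.000337, edgeR QL test with BH adjustment). The interaction of cultivar and symptoms called none of the 9 (edgeR QL test with BH adjustment; 3 at an unadjusted p under 0.05 and 1 by DESeq2). Genes of this family lie in clusters of similar copies, so reads may be split between members. Among the first-series libraries, 7 were called between asymptomatic plants and 3 between symptomatic plants.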

A comparative analysis of the symptomatic plants of both cultivars and asymptomatic plants, separately, revealed that several other genes coding for kinase receptors, including leucine-rich repeat receptor kinases (LRR-RKs) and nucleotide binding site (NBS)-leucine-rich repeat (LRR) receptors (NBS-LRR), were up-regulated in ‘Trincadeira’, mainly in asymptomatic plants. The involvement of several putative NBS-LRR and other R genes in grapevine response to different pathogens were already pointed [35, 86–88]. Therefore, we hypothesize that these receptors may be a significant factor in the restriction of infection by GTDs in the tolerant cultivar ‘Trincadeira’.

Unlike ‘Alicante Bouschet’, which appears to over-activate transporters in response to infection, ‘Trincadeira’ maintains a more balanced regulation of these genes, potentially preventing excessive movement of pathogen-facilitating compounds. This suggests that ‘Trincadeira’ benefits from a more coordinated defence response, that might contribute to its lower susceptibility to trunk diseases. Overall, the data indicates that ‘Alicante Bouschet’ activates the first line of defence in response to GTDs, but the responses are not enough to restrict fungal growth or to mitigate disease progression. In addition, the overexpression of transport-related genes plays an essential role in its susceptibility to trunk pathogens through several mechanisms: facilitating pathogen or toxin movement within the plant, particularly via ABC and MATE transporters; leading to oxidative stress due to imbalanced ROS transport via aquaporins; and interfering with defence signalling by modulating secondary metabolite distribution, potentially weakening the plant’s resistance mechanisms. Conversely, ‘Trincadeira’ activates the second line of defence, which is expressed as receptors that restrict fungal infection more effectively and may potentially benefit from a more regulated gene expression, thereby maintaining superior overall resistance to these diseases.

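Over the genes described in Table S5, all 58 given as higher in ‘Alicante Bouschet’ in T vs. AB were called there, with log2 fold changes from -10.75 to -1.27 and a median of -3.35. Of 54 given as higher in AB symp. than in T symp., 53 were called, and of 41 tested and given as higher in T symp., 38 were called. Between asymptomatic plants, 86 of 97 genes given as higher in AB asymp. and 33 of 36 given as higher in T asymp. were called (edgeR QL test with BH adjustment). The study chose these genes on these same libraries, so their directions are not independent evidence. With replicates 1 and 2 only, 36 and 34 genes were called between symptomatic plants and 41 and 25 between asymptomatic plants. From the enrichment of transport functions and the higher WAK genes in ‘Alicante Bouschet’, the paper proposes that this cultivar activates a first line of defence while transporters aid the movement of pathogens or toxins. From the higher resistance genes in ‘Trincadeira’, it proposes that these receptors restrict infection in the tolerant cultivar.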

### GTDs symptoms prompt a response from the ‘Trincadeira’ transcriptome, putatively regulated by secondary and hormonal metabolism biosynthesis

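Within ‘Trincadeira’, 48 genes rose and 12 fell with symptoms (60 in all), and within ‘Alicante Bouschet’ 14 rose and 3 fell (17 in all). In ‘Trincadeira’ the genes VIT_00012819001 and VIT_00010326001, without a description, rose with log2 fold changes of 3.54 and 4.14 (adjusted p = 0.0437 and 0.0437, edgeR QL test with BH adjustment). In ‘Alicante Bouschet’, VIT_00014573001 rose with a log2 fold change of 3.12 and VIT_00008738001 fell with one of -2.70 (adjusted p = 0.0479 and 0.0221, same test). The interaction, which tests whether the change with symptoms differs between the cultivars, called 25 genes, 18 with the more positive change in ‘Trincadeira’. Of the named genes, the calls of VIT_00012819001 ended without any 1 of 9 libraries (ABs1 or ABs2, ABa1, ABa2 or ABa3, Ts1 or Ts2, Ta1 or Ta2; adjusted p from 0.051 to 0.26), of VIT_00010326001 without any 1 of 10 libraries (ABs1 or ABs2, ABa1, ABa2 or ABa3, Ts1 or Ts2, Ta1, Ta2 or Ta3; adjusted p from 0.051 to 0.237), of VIT_00014573001 without any 1 of 8 libraries (ABs1 or ABs2, ABa1 or ABa3, Ts2, Ta1, Ta2 or Ta3; adjusted p from 0.0523 to 0.229) and of VIT_00008738001 without any 1 of 4 libraries (ABs2, ABa1 or ABa3, Ta1; adjusted p from 0.0506 to 0.094). The calls of VIT_00012819001 and VIT_00010326001 ended with the replicate number as a block (adjusted p = 0.0821 and 0.0821) and with the library series as a covariate (adjusted p = 0.0545 and 0.0545), and the other 2 held under both. DESeq2 called 859 genes in ‘Trincadeira’, 656 in ‘Alicante Bouschet’ and 706 in the interaction. With the replicate number as a block, edgeR called 3, 41 and 0 genes (3325 in the interaction at an unadjusted p under 0.05), and with the library series as a covariate 33, 138 and 45. The balance of directions also changed: in ‘Trincadeira’ 421 rose and 481 fell without Ts3, and 415 and 385 within the first series; in ‘Alicante Bouschet’ 116 rose and 130 fell without ABa2, 300 and 448 with the authors’ p-values, and 346 and 310 by DESeq2. The counts rested on single libraries. In ‘Trincadeira’ they were 2, 1 and 902 without Ts1, Ts2 and Ts3, 0, 0 and 91 without Ta1, Ta2 and Ta3, 18, 14 and 100 without ABs1, ABs2 and ABs3, and 15, 34 and 26 without ABa1, ABa2 and ABa3. In ‘Alicante Bouschet’ they were 0 and 73 without ABs2 and ABs3, 0, 246 and 0 without ABa1, ABa2 and ABa3, 38, 2 and 118 without Ts1, Ts2 and Ts3, and 0, 3 and 3 without Ta1, Ta2 and Ta3. For the interaction they were 3, 0 and 0 without ABs1, ABs2 and ABs3, 0, 200 and 0 without ABa1, ABa2 and ABa3, 49, 0 and 0 without Ts1, Ts2 and Ts3, and 0, 1 and 104 without Ta1, Ta2 and Ta3. When only the first series was fitted, ‘Trincadeira’ had 800 calls, of which 56 were also called over all libraries, ‘Alicante Bouschet’ 0 (3110 at an unadjusted p under 0.05) and the interaction 1.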

The number of DEGs increased significantly in the presence of GTDs symptoms in cv. ‘Trincadeira’, in contrast with ‘Alicante Bouschet’ (Table 1; Supplementary Table S4). Although symptomatic ‘Trincadeira’ plants have fewer DEGs compared to those of ‘Alicante Bouschet’, the more tolerant cultivar has a higher number of DEGs exclusively in symptomatic plants (Fig. 1). GO analysis revealed that the DEGs that were up-regulated in symptomatic plants of cv. ‘Trincadeira’ were enriched in multiple pathways associated with primary and secondary metabolism, regulation of gene expression and stress response. In contrast, these pathways were not enriched in the susceptible cultivar (Fig. 3; Supplementary Table S5). Our results also revealed that symptomatic ‘Trincadeira’ plants presented a higher number of activated categories compared to the asymptomatic ones, including response to biotic stimulus and defence response (Fig. 3). The genes belonging to these functional categories include three PR genes and a Sect. 61 protein translocation complex (β subunit), also known as Mildew Locus O 13 (*MLO13*) - susceptibility gene [89, 90]. 

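MLO13 (VIT_00025162001), on one sequence of the 12X assembly from 3838840 to 3845837, stood at 114 ± 9.34 CPM in T symp. and 40.7 ± 15.7 in T asymp., and at 25.8 ± 8.15 in AB symp. and 40.9 ± 9.87 in AB asymp. plants (SD, n = 3). It was higher in T symp. than in AB symp. plants (AB symp. vs. T symp. log2 fold change -2.15, standard error 0.31, adjusted p = 0.00097, edgeR QL test with BH adjustment). In T symp. vs. T asymp. its log2 fold change was 1.49 (standard error 0.30, adjusted p = 0.0616), which did not pass the threshold, and in AB symp. vs. AB asymp. it was -0.67 (standard error 0.30, adjusted p = 0.245, same test). The interaction of cultivar and symptoms was 2.16 (standard error 0.43, adjusted p = 0.0709, same test). The change in ‘Trincadeira’ was called without any 1 of 3 libraries (ABs3, Ts3, Ta3; adjusted p from 0.0351 to 0.0445), by DESeq2 (adjusted p = 0.000415) and within the first series (log2 fold change 1.90 (adjusted p = 0.019), edgeR QL test with BH adjustment). The interaction was called without Ta3 (adjusted p = 0.0374).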

Pathogens may exploit *MLO* genes to regulate the transport of metabolites during papillae formation, forcing the plant to form only non-effective papillae [91]. Some *MLO* genes were up-regulated upon *Erysiphe necator* inoculation and may act as susceptibility genes [35], as their knockdown resulted in a reduction in powdery mildew severity in grapevines [89]. Although *MLO13* knockdown did not reduce powdery mildew severity [89], its overexpression in symptomatic ‘Trincadeira’ plants suggests a potential role in susceptibility to GTDs.

PR-encoding genes are present at low levels even in healthy plants. However, it is known that these genes have been induced in a wide range of plant species in response to pathogens, acting as the first line of plant defence [22, 92]. These proteins play an important role in early defence events, with direct antimicrobial properties (e.g., osmotins and thaumatins) through hydrolytic activities on the pathogen cell wall (e.g., β-1,3-glucanases and chitinases), and/or indirectly leading to the production of elicitors that trigger additional defence responses against phytopathogens [93]. Several PR-encoding genes have been observed to be differentially influenced in various grapevine cultivars in response to a wide range of pathogens [16, 33, 94]. In our study, both cultivars display the synthesis of PR proteins in response to fungal pathogen infection, which suggests that GTDs are perceived by the host. 

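PR1 (VIT_00037005001), a marker of salicylic acid responses that lies on one sequence of the 12X assembly from 9044693 to 9045211, rose with symptoms from 28.4 ± 5.29 CPM in AB asymp. to 768 ± 797 in AB symp. and from 0.937 ± 0.959 in T asymp. to 224 ± 164 in T symp. plants (SD, n = 3). In symp. vs. asymp. its log2 fold change was 6.29 (standard error 0.77, adjusted p = 0.0132) and in T symp. vs. T asymp. it was 7.83 (standard error 1.18, adjusted p = 0.0408; edgeR QL test with BH adjustment), while in AB symp. vs. AB asymp. it was 4.75 and did not pass (adjusted p = 0.08; interaction 3.07, adjusted p = 0.25). PR4 (VIT_00036279001), a chitin-binding protein, and the thaumatin-like TLP9 (VIT_00019841001) rose over both cultivars, with log2 fold changes of 3.73 (standard error 0.77, adjusted p = 0.0486) and 3.26 (standard error 0.67, adjusted p = 0.0484, same test). PR2 (VIT_00035013001), a beta-1,3-glucanase, TLP3 (VIT_00019835001) and TLP8 (VIT_00019840001) had log2 fold changes of 3.64, 5.34 and 4.61 and did not pass (adjusted p = 0.0665, 0.0512 and 0.082, same test). Within the cultivars the spread between libraries was large. PR4 stood at 12.8 ± 6.09 CPM in AB asymp., 83.9 ± 82.5 in AB symp., 12.8 ± 2.81 in T asymp. and 341 ± 368 in T symp. plants (AB symp. vs. AB asymp. adjusted p = 0.189, T symp. vs. T asymp. adjusted p = 0.0801, edgeR QL test with BH adjustment). TLP3 and TLP8 stood at 28.9 ± 44.5 and 46.9 ± 72.1 CPM in AB symp. and 18.4 ± 16.6 and 29.1 ± 25.7 in T symp. plants (adjusted p = 0.112 and 0.174 within ‘Alicante Bouschet’ and 0.151 and 0.201 within ‘Trincadeira’, same test), and PR2 at 93.1 ± 144 CPM in T symp. against 2.84 ± 0.606 in T asymp. plants (adjusted p = 0.0878, same test). In symp. vs. asymp., the call of PR1 ended without Ta1 (adjusted p = 0.0666), that of PR4 without any 1 of 9 libraries (ABs1 or ABs2, ABa1, ABa2 or ABa3, Ts2, Ta1, Ta2 or Ta3; adjusted p from 0.062 to 0.134) and that of TLP9 without any 1 of 10 libraries (ABs1 or ABs2, ABa1, ABa2 or ABa3, Ts1 or Ts2, Ta1, Ta2 or Ta3; adjusted p from 0.0549 to 0.134); TLP3 was called without any 1 of 2 libraries (ABs3, Ts3; adjusted p from 0.0226 to 0.0284), TLP8 without ABs3 (adjusted p = 0.0487) and PR2 without Ts3 (adjusted p = 0.0192). In T symp. vs. T asymp. the call of PR1 ended without any 1 of 7 libraries (ABs2, ABa1 or ABa3, Ts1 or Ts2, Ta1 or Ta2; adjusted p from 0.0556 to 0.237), while PR2 was called without Ts3 (adjusted p = 0.0329) and PR4 without Ts3 (adjusted p = 0.0449). With the replicate number as a block the calls of PR1 in T symp. vs. T asymp. plants (adjusted p = 0.0775) and of TLP9 in symp. vs. asymp. plants (adjusted p = 0.0577) ended, and TLP3 was called in symp. vs. asymp. plants (adjusted p = 0.0463, edgeR QL test with BH adjustment). Within the first series, the symp. vs. asymp. log2 fold changes of PR1, PR4, TLP9, PR2, TLP3 and TLP8 were 7.14 (adjusted p = 0.0117), 3.81 (adjusted p = 0.0556), 3.59 (adjusted p = 0.0318), 4.64 (adjusted p = 0.0389), 4.98 (adjusted p = 0.0518) and 4.10 (adjusted p = 0.0777). 

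**Figure D1:**
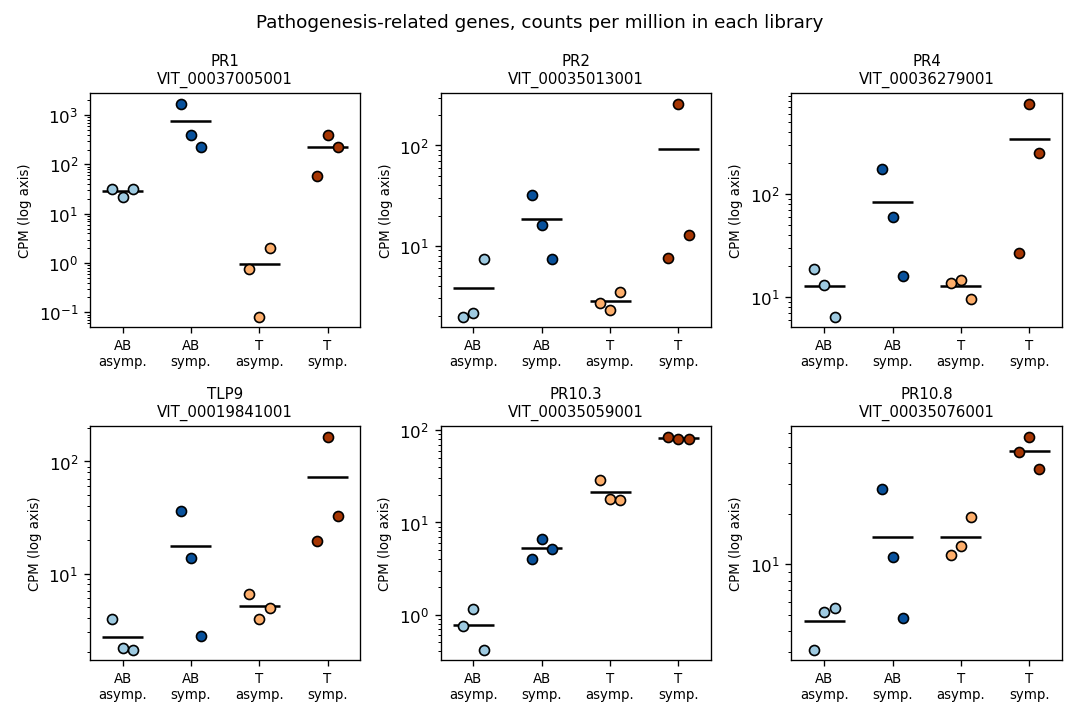
Levels of 6 pathogenesis-related genes in each library. The vertical axes give CPM on a log scale and the horizontal axes the 4 groups; each dot is a library and the line is the mean of a group of 3. In T asymp. the PR1 dots lie below those of every other group, and in T symp. and AB symp. the dots of PR2, PR4 and TLP9 spread more widely than in the asymptomatic groups.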

*PR4*, *TLP8* and *TLP3* were up-regulated in ‘Alicante Bouschet’ symptomatic plants, when compared to asymptomatic ones, and all of these genes, along with *PR2*, were overexpressed in symptomatic ‘Trincadeira’ plants. Moreover, three additional PR-encoding genes related to defence response and response to biotic stimulus were up-regulated in the T symp. plants. 

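Of the 3 described PR10 genes, whose products have ribonuclease-like folds, PR10.3 (VIT_00035059001) rose in T symp. from 21.3 ± 6.32 to 81.4 ± 2.6 CPM (SD, n = 3; log2 fold change 1.94, standard error 0.31, adjusted p = 0.0437, edgeR QL test with BH adjustment). It rose in ‘Alicante Bouschet’ as well, from 0.778 ± 0.368 to 5.25 ± 1.29 CPM (log2 fold change 2.77, standard error 0.35, adjusted p = 0.0335, same test; interaction -0.84, adjusted p = 0.362). A neighbouring PR10.3 gene (VIT_00035060001) had a log2 fold change of 1.75 in T symp. vs. T asymp. plants (standard error 0.39, adjusted p = 0.0709) and PR10.8 (VIT_00035076001) one of 1.70 (standard error 0.52, adjusted p = 0.12, same test), which did not pass. All 3 were higher in ‘Trincadeira’ than in ‘Alicante Bouschet’ (T vs. AB log2 fold change 4.37, 1.35 and 1.67; 3 also when adjusted over the list alone, a list the study chose on these libraries). The PR10.3 genes lie on the same sequence of the 12X assembly, from 1242418 to 1243351 and from 1246771 to 1247714, and may share reads. The call of the first PR10.3 gene ended in ‘Trincadeira’ without any 1 of 8 libraries (ABs1 or ABs2, ABa1, Ts1 or Ts2, Ta1, Ta2 or Ta3; adjusted p from 0.0556 to 0.213) and in ‘Alicante Bouschet’ without any 1 of 7 libraries (ABs2, ABa1 or ABa3, Ts2, Ta1, Ta2 or Ta3; adjusted p from 0.0506 to 0.135). With the replicate number as a block it ended in ‘Trincadeira’ (adjusted p = 0.0735) and held in ‘Alicante Bouschet’ (adjusted p = 0.0412). The second was called in ‘Trincadeira’ without Ts3 (adjusted p = 0.0217), while PR10.8 was not called without any 1 library. In the first series alone, the T symp. vs. T asymp. log2 fold changes of the 3 genes were 1.82 (adjusted p = 0.0345), 1.78 (adjusted p = 0.0511) and 2.10 (adjusted p = 0.0503) (edgeR QL test with BH adjustment).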

The induction of these genes may result in the hydrolysis of fungal cell wall components and the release of β-1,3 glucans and chitin fragments, which are effective elicitors that amplify plant defence responses. Nevertheless, the positive regulation of the expression of some PR genes, grapevine plants expressed symptoms, indicating that their induction in our plant pathosystem was not enough to prevent the expression of symptoms and limit infection, as also reported by Magnin-Robert et al. [80].

Secondary metabolism is markedly activated in grapevine following infection by a wide range of pathogens [95]. The present study also reveals an enrichment in the secondary metabolism biosynthesis in cv. ‘Trincadeira’ in the presence of GTDs symptoms, mostly associated with stilbenoid, flavonoid and phenylpropanoid pathways. A significant increase in the expression of stilbene synthase (*STS1*), which is responsible for the biosynthesis of resveratrol and stilbenoid compounds, a class of secondary metabolites with antimicrobial properties, has been reported in response to Esca and Eutypa dieback diseases [16, 80, 96]. Several studies highlight the accumulation of stilbenes (classified as phytoalexins) in diseased grapevine wood, which possess antifungal properties and are implicated in plant defence [97, 98]. Genetic manipulation of phytoalexins has been explored to enhance plant disease resistance, particularly through the overexpression of *STS1*, leading to increased stilbene production [31]. Resveratrol has been identified as a key compound in grapevine defence against trunk pathogens, although its efficacy in preventing wood colonization remains uncertain [49, 97, 99]. 

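CHS codes for chalcone synthase, the first enzyme of flavonoid synthesis, and PAL for phenylalanine ammonia-lyase, the entry to the phenylpropanoid pathway. The CHS gene VIT_00010572001 stood at 22.5 ± 2.26 CPM in T symp. and 5.81 ± 3.4 in T asymp., and at 2.75 ± 1.02 in AB symp. and 3.13 ± 0.96 in AB asymp. plants (SD, n = 3). The PAL gene VIT_00006148001 stood at 18.6 ± 7.58 CPM in T symp., 5.35 ± 2.05 in T asymp., 5.27 ± 0.524 in AB symp. and 7.79 ± 3.89 in AB asymp. In T symp. vs. T asymp. the log2 fold changes were 1.95 for this CHS gene (standard error 0.41, adjusted p = 0.0659), 2.03 for a further CHS gene, VIT_00010589001 (standard error 0.64, adjusted p = 0.13), and 1.80 for PAL (standard error 0.42, adjusted p = 0.076; edgeR QL test with BH adjustment), none of which passed the threshold. The interaction of cultivar and symptoms was 2.14 for the first CHS gene (adjusted p = 0.108) and 2.36 for PAL (adjusted p = 0.0955, same test). DESeq2 called all 3 in T symp. vs. T asymp. plants (adjusted p = 0.000437, 0.0165 and 0.00181), and edgeR called the first CHS gene without any 1 of 2 libraries (Ts3, Ta3; adjusted p from 0.0367 to 0.0422) and PAL without Ts3 (adjusted p = 0.0449). The interaction of the first CHS gene was called without Ta3 (adjusted p = 0.0475). Among the first-series libraries, the log2 fold changes were 2.51 (adjusted p = 0.019), 2.77 (adjusted p = 0.0119) and 2.22 (adjusted p = 0.0409).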

Reprogramming of flavonoid and phenylpropanoid pathways was also observed, involving the up-regulation of genes encoding for chalcone synthases (*CHS*) and phenylalanine ammonia-lyases (*PAL*). 

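STS1 (VIT_00010561001), a stilbene synthase of the resveratrol pathway, was higher in symptomatic ‘Trincadeira’ than in symptomatic ‘Alicante Bouschet’. So were 1 of the 2 described CHS genes and 2 described flavonoid enzymes, which both count among the UDP-glycosyltransferases as well. The further CHS gene, VIT_00010589001, did not pass, while 2 CHS genes were called within the first series. Of the flavonoid enzymes, 1 was called without ABs1, ABs2, ABs3, Ts1 or Ts2. STS1 stood at 48.1 ± 3.51 CPM in T symp. and 13.4 ± 7.03 in AB symp. plants (SD, n = 3; AB symp. vs. T symp. log2 fold change -1.84, standard error 0.41, adjusted p = 0.00759, edgeR QL test with BH adjustment). In the same comparison the CHS gene VIT_00010572001 had a log2 fold change of -3.03 (standard error 0.43, adjusted p = 0.000853) and the anthocyanidin 3-O-glucosyltransferase VIT_00029122001, which adds glucose to flavonoid pigments, one of -3.50 (standard error 0.64, adjusted p = 0.0029, same test). PAL had a log2 fold change of -1.82 (adjusted p = 0.0084, same test). In T symp. vs. T asymp., STS1 had a log2 fold change of 1.68 and did not pass (adjusted p = 0.0823; DESeq2 adjusted p = 0.00295). With replicates 1 and 2 only, the AB symp. vs. T symp. log2 fold changes of STS1, the CHS gene and PAL were -1.77 (adjusted p = 0.0549), -2.79 (adjusted p = 0.00627) and -1.85 (adjusted p = 0.0343) (edgeR QL test with BH adjustment).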

A comparison of the two symptomatic cultivars revealed that genes involved in the flavonoid and stilbenoid pathways were overexpressed in ‘Trincadeira’, confirming previous studies [87, 98, 99].

Hormonal metabolism was also reprogrammed in response to GTDs infection [16, 33, 87, 100]. 

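Of 2 SAG101 genes, VIT_00035088001 rose with symptoms in ‘Trincadeira’, from 10.2 ± 1.28 CPM in T asymp. to 28.3 ± 2.23 in T symp. plants (SD, n = 3; log2 fold change 1.47, standard error 0.19, adjusted p = 0.0278, edgeR QL test with BH adjustment). It stood at 31.4 ± 4.65 CPM in AB asymp. and 46.3 ± 9.55 in AB symp., and over all plants it was lower in ‘Trincadeira’ (T vs. AB log2 fold change -1.17, standard error 0.13, adjusted p = 9.18e-05, same test). The other SAG101 gene, VIT_00032531001, had a log2 fold change of 1.47 in T symp. vs. T asymp. plants (standard error 0.27, adjusted p = 0.0527). The EDS1 genes, whose product pairs with SAG101 in immune signalling, had log2 fold changes of 1.97 (VIT_00007856001; standard error 0.58, adjusted p = 0.111) and 1.71 (VIT_00007860001; standard error 0.57, adjusted p = 0.145; edgeR QL test with BH adjustment). None of these 3 passed the threshold. In AB symp. the EDS1 genes stood at 29.4 ± 18.2 and 21 ± 12.7 CPM and in T symp. at 29.3 ± 5.49 and 23.8 ± 3.5, and the interaction was not called for either (adjusted p = 0.767 and 0.828, same test). The call of VIT_00035088001 ended without any 1 of 4 libraries (Ts1 or Ts2, Ta1 or Ta2; adjusted p from 0.0818 to 0.213) and with the replicate number as a block (adjusted p = 0.0543), and it held with the library series as a covariate (adjusted p = 0.0328); VIT_00032531001 was called without any 1 of 2 libraries (ABs3, Ts3; adjusted p from 0.0247 to 0.0329) and, like both EDS1 genes, by DESeq2. When only the first series was fitted, the log2 fold changes of VIT_00032531001 and the EDS1 genes were 1.36 (adjusted p = 0.0409), 2.45 (adjusted p = 0.035) and 2.19 (adjusted p = 0.0611).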

The senescence-associated carboxylesterase 101 (*SAG101*) and enhanced disease susceptibility 1 (*EDS1*) genes, key regulators of innate immune responses against pathogen infection and the salicylic acid (SA) signalling pathway in *Arabidopsis* [101], were found to be significantly up-regulated in symptomatic ‘Trincadeira’ plants, confirming previous results during powdery mildew infection [35]. The SA signalling pathway plays a central role in local and systemic acquired resistance, leading to the activation of multiple defence mechanisms, including the production of PR proteins. During ETI, it has been proposed that SA-responsive genes are regulated by SA-independent mechanisms as well, thereby increasing the robustness of the innate immunity [102]. Nevertheless, it remains uncertain whether the tolerance of grapevine cultivars towards GTDs is contingent upon SA metabolism [64]. The jasmonic acid (JA) signalling pathway, typically linked to responses against necrotrophic pathogens, was demonstrated to be activated in cells surrounding the central SA-active cells around the infection sites [103]. While JA is often associated with localized defence responses, it can also contribute to systemic acquired resistance in conjunction with other signalling molecules, creating a state of heightened defence readiness throughout the plant [104]. It is proposed that this pathway may be activated in symptomatic ‘Trincadeira’ plants through the overexpression of genes associated with the oxylipin pathway (which encode lipoxygenases - *LOX* genes) in these plants, when compared with asymptomatic plants and symptomatic plants of ‘Alicante Bouschet’. 

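The LOX gene (VIT_00000083001), a 9-lipoxygenase that oxidizes linoleic acid, lies on one sequence of the 12X assembly from 3311501 to 3315829. It stood at 89.1 ± 62.3 CPM in T symp. and 20.1 ± 5.45 in T asymp., and at 11.9 ± 1.33 in AB symp. and 9 ± 3.85 in AB asymp. plants (SD, n = 3). It was higher in symptomatic ‘Trincadeira’ than in symptomatic ‘Alicante Bouschet’ (log2 fold change -2.90, standard error 0.48, adjusted p = 0.00177, edgeR QL test with BH adjustment) and over all plants in T vs. AB (log2 fold change 2.03, standard error 0.33, adjusted p = 0.000726, same test). In T symp. vs. T asymp. its log2 fold change was 2.15 (standard error 0.46, adjusted p = 0.068), which did not pass the threshold, and in AB symp. vs. AB asymp. it was 0.41 (adjusted p = 0.626; interaction 1.74, adjusted p = 0.194, same test). The change in ‘Trincadeira’ was called by DESeq2 (adjusted p = 0.000341) and by edgeR without Ts3 (adjusted p = 0.0308). Within the first series, its log2 fold change was -3.01 (adjusted p = 0.0292) in AB symp. vs. T symp. and 2.58 (adjusted p = 0.0683) in T symp. vs. T asymp.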

Up-regulation of lipoxygenase genes was also observed in more tolerant cultivars in response to *Eutypa lata* [16], and JA-mediated signalling was activated upon trunk pathogen infection [87, 100], suggesting that these genes act in the regulation of phytohormones and defence responses.

AP2/ethylene-responsive transcription factors, known for their role in plant development and stress responses [105], were up-regulated in ‘Trincadeira’, aligning with their involvement in plant stress adaptation [106]. 

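Of 8 described AP2/ERF factors, transcription factors that act in ethylene and stress responses, 6 were higher in symptomatic ‘Trincadeira’ than in symptomatic ‘Alicante Bouschet’, 1 was lower and 1 did not pass (6 and 1 also when adjusted over the list alone, a list the study chose on these libraries). The 1 that was lower, VIT_00034224001, is described as an aquaporin elsewhere in Table S5 and counts among the aquaporins as well. The ERF016 genes VIT_00006277001 and VIT_00002195001 had log2 fold changes of -2.49 (standard error 0.28, adjusted p = 0.000263) and -2.30 (standard error 0.26, adjusted p = 0.000295; edgeR QL test with BH adjustment). ERF098 (VIT_00028314001) stood at 4.62 ± 2.31 CPM in T symp. and 0.264 ± 0.136 in AB symp. plants (SD, n = 3; log2 fold change -4.20, standard error 0.64, adjusted p = 0.00121, same test). Between asymptomatic plants 4 were higher in ‘Trincadeira’ and 1 was lower, and none was called in T symp. vs. T asymp. plants (edgeR QL test with BH adjustment; 5 at an unadjusted p under 0.05, 2 by DESeq2 and 1 within the first series). In the first series alone, the counts between symptomatic plants were again 6 and 1.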

Ethylene-mediated responses are associated with xylem occlusion, as observed in response to *Xylella fastidiosa* infection [107], supporting its proposed role in grapevine responses to trunk pathogens [87, 88]. In recent years, some important transcription factor families have been associated with grapevine response to biotic stress [108–110], including trunk diseases [33, 88]. In the current research, we found that WRKY and heat shock transcription factors were enriched in symptomatic ‘Trincadeira’ plants, comparing with ‘Alicante Bouschet’. These results indicate that transcription factors may interact with SA, JA and ethylene to regulate the process of ‘Trincadeira’ tolerance to trunk pathogens.

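All 5 described WRKY factors, which regulate defence genes, and all 3 heat shock factors were higher in symptomatic ‘Trincadeira’ than in symptomatic ‘Alicante Bouschet’ (5 and 3 also when adjusted over the list alone, lists the study chose on these libraries). WRKY33 (VIT_00024624001) stood at 797 ± 60.5 CPM in T symp. and 289 ± 48 in AB symp. plants (SD, n = 3; log2 fold change -1.46, standard error 0.20, adjusted p = 0.000689, edgeR QL test with BH adjustment), and at 651 ± 137 in T asymp. and 389 ± 70.7 in AB asymp. WRKY65 (VIT_00021252001) had a log2 fold change of -2.16 (standard error 0.27, adjusted p = 0.000503), and the heat shock factors HSFC1 (VIT_00015389001) and HSFA3 (VIT_00033781001) had -2.22 (standard error 0.39, adjusted p = 0.00248) and -2.38 (standard error 0.54, adjusted p = 0.00838, same test). Between asymptomatic plants 1 WRKY factor and no heat shock factor was higher in ‘Trincadeira’ (edgeR QL test with BH adjustment; at an unadjusted p under 0.05, 4 of the 5 WRKY factors and 0 heat shock factors, and by DESeq2 1 and 0), and the interaction of cultivar and symptoms called none of the 8 (edgeR QL test with BH adjustment; 7 at an unadjusted p under 0.05, 6 by DESeq2, and 1 WRKY factor and 1 heat shock factor without Ta3). Between symptomatic plants all 5 and all 3 were also called within the first series. Between asymptomatic plants the WRKY count was 0 without ABa1, ABa3, Ta2 or Ta3, 2 without ABa2 and 0 within the first series.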

Alongside these so-called classical defence responses, the host’s carbon metabolism undergoes substantial alterations in response to trunk pathogens, which is accompanied by a reduction in photosynthesis and the accumulation of hexoses in the apoplast, mainly in symptomatic plants [111]. Furthermore, recent studies have indicated that the regulation of carbon partitioning and competition for apoplastic sugars between the plants and the pathogens play a critical role in determining the outcome of the interaction [112], with both partners having their own sugar transport machinery [113]. It was already reported that invertase genes were strongly induced in grapevine tolerant cultivar ‘Merlot’ during *E. lata* infection [16]. However, our RNA-seq study did not reveal a coordinated up-regulation of the invertase genes *HT5* and *cwINV* in the tolerant ‘Trincadeira’ cultivar, although both genes were up-regulated by qPCR assays. *HT5* and *GIN2* were markedly overexpressed in ‘Trincadeira’, particularly in symptomatic plants, suggesting that they act during infection by facilitating the synthesis of compounds and energy necessary for pathogen response, and regulating sugar levels in vacuoles, which supports the production of defence-related metabolites and overall stress adaptation in grapevines. Conversely, *cwINV* was overexpressed in asymptomatic ‘Trincadeira’ plants, which may confer an advantage to the host by promoting the availability of sugar resources and/or precursors for defensive mechanisms. These results are in line with previously published information evidencing a role for these genes in molecular signalling cascades enhancing grapevine defence to different pathogens [114].

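HT5 (VIT_00017937001), a hexose transporter, was higher in ‘Trincadeira’ than in ‘Alicante Bouschet’, at 1249 ± 366 CPM in T symp. and 341 ± 193 in T asymp. against 122 ± 51.4 in AB symp. and 194 ± 48.1 in AB asymp. plants (SD, n = 3). The log2 fold change was 2.09 in T vs. AB (standard error 0.33, adjusted p = 0.000668) and -3.36 in AB symp. vs. T symp. plants (standard error 0.50, adjusted p = 0.00105; edgeR QL test with BH adjustment). Between T symp. and T asymp. it was 1.87 and did not pass (adjusted p = 0.0826; interaction 2.54, adjusted p = 0.099, same test). GIN2 (VIT_00001272001), a vacuolar invertase that splits sucrose, stood at 229 ± 98.4 CPM in T symp., 68.9 ± 14.8 in T asymp., 136 ± 76 in AB symp. and 51.8 ± 26 in AB asymp. The log2 fold change was 0.58 in T vs. AB (adjusted p = 0.178) and 1.56 in symp. vs. asymp. plants (standard error 0.35, adjusted p = 0.0547, same test), and neither passed the threshold. HT5 was called in T symp. vs. T asymp. without Ts3 (adjusted p = 0.0389) and by DESeq2 (adjusted p = 0.0023). GIN2 was called in symp. vs. asymp. without any 1 of 2 libraries (ABs3, Ts3; adjusted p from 0.0193 to 0.0233) and by DESeq2 (adjusted p = 0.000529), and within the first series the log2 fold changes were 1.79 (adjusted p = 0.00664) for HT5 in T vs. AB and 1.76 (adjusted p = 0.0272) for GIN2 in symp. vs. asymp. 

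**Figure D2:**
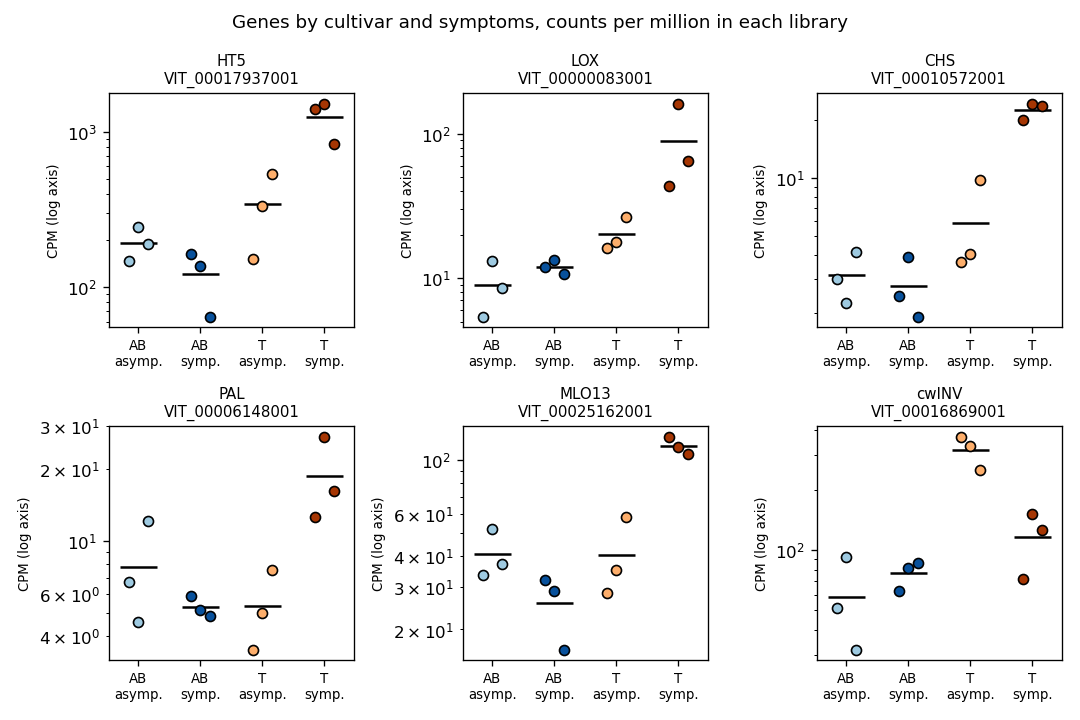
Levels of HT5, LOX, CHS, PAL, MLO13 and cwINV in each library. The vertical axes give CPM on a log scale and the horizontal axes the 4 groups; each dot is a library and the line is the mean of a group of 3. The T symp. dots of HT5, LOX, CHS, PAL and MLO13 lie above all others, and for cwINV the T asymp. dots do.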

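The cell wall invertase gene cwINV (VIT_00016869001), whose product splits sucrose outside the cell, stood at 318 ± 58.9 CPM in T asymp., 117 ± 41.2 in T symp., 58.5 ± 30.8 in AB asymp. and 76.8 ± 12.6 in AB symp. plants (SD, n = 3). It was higher in asymptomatic ‘Trincadeira’ than in asymptomatic ‘Alicante Bouschet’ (log2 fold change -2.44, standard error 0.39, adjusted p = 0.00176, edgeR QL test with BH adjustment) and in T vs. AB (log2 fold change 1.52, standard error 0.26, adjusted p = 0.00105, same test). Every T asymp. library lay above every library of the other groups. Between T symp. and T asymp. its log2 fold change was -1.44 (standard error 0.37, adjusted p = 0.0857), which did not pass, and the interaction of cultivar and symptoms was -1.84 (adjusted p = 0.121, same test). The interaction was called without ABa2 (adjusted p = 0.0476). Among the first-series libraries, the log2 fold change in AB asymp. vs. T asymp. was -2.29 (adjusted p = 0.0253) (edgeR QL test with BH adjustment).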

According to our results, the relative tolerance of ‘Trincadeira’ to this disease complex could be supported by the differential expression of a set of defence-related genes, including those related to sugar transport, and the activation of the stilbenoid, flavonoid, and phenylpropanoid pathways in symptomatic plants, even if it is not possible to counteract disease development. Moreover, synergistic interactions between the SA-, JA- and ethylene-mediated pathways allowed the grapevine to fine-tune its defence responses. These results suggest that the cv. ‘Trincadeira’ can perceive certain signals and initiate defence pathways in response to GTDs infection, which may contribute to its lower susceptibility to this disease complex. As previously demonstrated, ‘Trincadeira’ plants express R genes that are capable of recognising pathogen effectors and subsequently activating ETI. In this context, five disease resistance protein-encoding genes were up-regulated, with one in symptomatic and four in asymptomatic plants (such as *RPM1* and *RPS2*) when compared to ‘Alicante Bouschet’. 

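RPS2 (VIT_00017143001) and the RPM1 genes VIT_00012169001 and VIT_00012165001, named after Arabidopsis receptors that detect bacterial effectors, were higher in ‘Trincadeira’ in both symptom classes. RPS2 stood at 32.5 ± 4.99 CPM in T asymp. and 5.21 ± 0.763 in AB asymp. plants (SD, n = 3), with a log2 fold change of -2.64 in AB asymp. vs. T asymp. plants (standard error 0.20, adjusted p = 3.34e-05) and -2.40 in AB symp. vs. T symp. plants (standard error 0.20, adjusted p = 5.21e-05; edgeR QL test with BH adjustment). For the RPM1 genes these were -2.50 and -2.34 (VIT_00012169001; adjusted p = 0.000782 and 0.000848) and -1.74 and -1.04 (VIT_00012165001; adjusted p = 0.000334 and 0.00347, same test). Over all plants, the T vs. AB log2 fold changes were 2.52 for RPS2 and 2.42 and 1.39 for the RPM1 genes, and none of the 3 was called in symp. vs. asymp. plants (adjusted p = 0.975, 0.933 and 0.53, same test). In AB symp. vs. T symp. the change of VIT_00012165001 was under 2-fold without any 1 of 2 libraries (ABs2, Ts3; adjusted p from 0.0118 to 0.0194). With replicates 1 and 2 only, the AB asymp. vs. T asymp. log2 fold changes were -2.45 (adjusted p = 0.00526) for RPS2 and -2.26 (adjusted p = 0.0214) and -1.67 (adjusted p = 0.0166) for the RPM1 genes (edgeR QL test with BH adjustment).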

The activated R genes regulate and activate proteases associated with programmed cell death, triggering the hypersensitive response and providing an efficient strategy to block pathogens [29, 86]. Therefore, our hypothesis is that R genes may act as upstream factors in the signalling pathway, activating innate immunity to restrict GTDs infection in this cultivar. In contrast, the susceptible cv. ‘Alicante Bouschet’ may have failed to trigger such defence responses, despite its capacity to detect the presence of GTDs-associated fungi.

### *PER42* is potentially involved in the inhibition of GTDs symptoms

Our results indicated that only two GO terms were significantly enriched in the overall comparison between GTDs symptomatic and asymptomatic plants, both related to the balance of the redox homeostasis: peroxidase activity and response to oxidative stress. In both cases, the sole gene that exhibited differential expression was *PER42*, which was overexpressed in asymptomatic plants. *PER42* encodes for an oxidoreductase enzyme involved in cell wall polysaccharide processes and plays an important role in the plant immune response to biotic stress [115]. In addition to their role in post-infection cell signalling, peroxidases can polymerise macromolecules, facilitating lignification and cell wall reinforcement, which increases resistance to mechanical damage, and, consequently, hinders pathogen invasion [116]. Peroxidases can also trigger the oxidative breakdown of phenolic compounds at the site of cell rupture caused by pathogens in the early stages of infection [117]. Additionally, plant peroxidases are expressed to restrict the spread of pathogen infection at the cellular level. This is achieved through the formation of structural barriers or the generation of a highly toxic environment through the production of ROS, which results in a programmed cell death at the site of infection [116, 118]. While ROS are important signalling molecules in plants, triggering the activation of defence-related genes and the production of antimicrobial compounds [118], their accumulation can lead to oxidative stress and cellular damage. Therefore, peroxidases and other enzymes contribute to maintaining a balanced ROS environment, enabling plants to swiftly respond to any stress without succumbing to oxidative damage [119].

Cell wall peroxidases and NADPH oxidase are known to mediate the oxidative burst, and evidence suggests that peroxidase enzymes might be an important component of plant disease resistance [120, 121]. In grapevine, peroxidases are involved in the response to *Diaporthe ampelina* [94] and contribute to resistance to *X. fastidiosa* [122], responsible for Pierse’s disease. Interestingly, peroxidase-expressing grapevines infected with *X. fastidiosa* can maintain high pathogen titres without displaying symptoms, suggesting a peroxidase-mediated dissociation between infection and symptom development [122]. This finding is significant for our study, as GTDs also affect the xylem vessels, and the absence of symptoms does not necessarily indicate the absence of trunk pathogens. Indeed, a previous study conducted by our research group revealed that asymptomatic plants hold some GTDs-associated fungi, albeit with a lower diversity than in symptomatic plants [37].

Lack of trunk diseases symptoms has been linked to the up-regulation of genes involved in photosynthetic electron transport and in the redox balance maintenance [123]. Given that peroxidases contribute to maintaining a balanced ROS environment, these data are consistent with our differential gene expression analysis, so we can propose that *PER42* is crucially involved in the grapevine tolerance mechanisms to GTDs by helping to maintain structural integrity, manage ROS levels and prepare the plant for defence against potential pathogens. These functions are critical for keeping plant health and resilience under various environmental conditions, and may explain the inhibition of GTDs symptoms, and therefore merit further research.

## Conclusions

The increasing public concern over the widespread use of chemical fungicides, together with the decreasing number of commercially available effective fungicides and the emergence of trunk diseases raise serious doubts about the future of worldwide viticulture. Furthermore, the complex signalling network and defence pathways involved in this pathosystem reveal the intricacies of the grapevine response to GTDs, which in turn elucidates the reasons behind the lack of effective protection practices to control these diseases. To the best of our knowledge, most of the transcriptomic studies on grapevine response to GTDs were performed using plants inoculated with specific GTDs-associated fungi, under controlled conditions. However, field-based studies (such as this work) introduce additional complexity due to the interaction of multiple fungi and abiotic stresses, which may influence gene expression patterns. This inherent variability represents a challenge when isolating the specific molecular responses triggered by pathogen infection. Additionally, a constraint of transcriptome analysis is that some DEGs may be activated as secondary responses to stress factors not directly related to infection, potentially complicating the identification of key players in grapevine defence. Despite these challenges, our study provides a more complete understanding of the molecular response mechanisms, which could ultimately lead to more effective breeding strategies and more sustainable disease management practices. Further studies on multi-omics profiling to study the metabolic responses that occur during infection, will allow the discovery of key metabolites, biochemical pathways and molecular interactions involved in plant defence and fungal virulence.

The outcomes of this study contribute to a better understanding of the regulatory networks of the grapevine response to GTDs and indicates useful candidate genes for functional validation, which have broad potential for their use in engineering pathogen resistance as promising candidates for sustainable grapevine plant breeding. These candidates might be exploited through marker-assisted selection or integrated into genome editing approaches, such as CRISPR/Cas9, to develop cultivars with enhanced resistance to trunk diseases. By leveraging these genomic tools, breeders can accelerate the development of grapevine cultivars that are both resilient and sustainable, ultimately improving vineyard productivity and reducing reliance on chemical control methods.

Undoubtedly, the use of tolerant cultivars represents an intriguing and sustainable approach to the management of GTDs infections. Nevertheless, it is becoming increasingly evident that no single efficacious control measure should be employed to control GTDs. It is therefore necessary to adopt an integrated approach to disease management, combining different control methods from the nursery stage, through the planting of new vineyards and into the production phase. Further research is still required to explore the microbiome associated with symptomatic and asymptomatic GTDs plants. These approaches represent potential avenues for future exploitation and have the potential to contribute significantly to the development of more sustainable and specific alternative control methods for trunk diseases.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

Supplementary Material 8

Supplementary Material 9

Supplementary Material 10

## Data Availability

The datasets generated and analysed in this study have been deposited in NCBI’s Gene Expression Omnibus and are available through the GEO Series accession number GSE283169 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE283169), or from the corresponding author on reasonable request.

# Supplementary material for: Transcriptome profiling of symptomatic vs. asymptomatic grapevine plants reveals candidate genes for plant improvement against trunk diseases
**Source:** BMC Plant Biol. 2025 Jul 2;25:811. doi: 10.1186/s12870-025-06763-9
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplementary Table S1.** Primer design for qPCR.

| **Genes** | **ID** | **Sequence (5'-3')** | **Product Size (bp)** | **NCBI Reference Sequence** | **Efficiency (%)** | **R^2^** | **Reference** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| ***GAPDH*** | VIT_00007521001 | FW: CCACAGACTTCATCGGTGACA  RV: TTCTCGTTGAGGGCTATTCCA | 70 | XM_002263109.3 | 100.53 | 0.9996 | [16] |
| ***PEP*** | VIT_00020705001 | FW: CCTCCTCCTCCAGATTGC  RV: GGCTTGCTTGATTCCATTATC | 198 | AF236126.1 | 100.91 | 0.9997 | [53] |
| ***UBC*** | VIT_00027045001 | FW: CATAAGGGCTATCAGGAGGAC  RV: TGGCGGTCGGAGTTAGG | 161 | EE253706 | 100.89 | 0.9993 | [53] |
| ***PR2*** | VIT_00035013001 | FW: GCAGTCGGGAACGAAGTGAG  RV: ATGGAGGGTAGGAGTTGCCC | 172 | NM_001280967.2 | 105.12 | 0.9973 | [16] |
| ***LOX*** | VIT_00000083001 | FW: TGCTCTACCCCACAAGCGAA  RV: AGCAGTGTGCTCATGATTTTCCAG | 95 | NM_001281249.1 | 107.96 | 0.9984 | [16] |
| ***STS1*** | VIT_00010561001 | FW: AGGGAAGCAGCATTGAAGGC  RV: CGGGCATTTCTACACCGGAG | 97 | XM_002263845.4 | 104.03 | 0.9996 | [16] |
| ***HT5*** | VIT_00017937001 | FW: TAGTGATGCGTCCCTCTACTC  RV: CTTCCAGCAAGAGCAATCGAC | 113 | NM_001281278.1 | 99.13 | 0.9982 | [16] |
| ***cwINV*** | VIT_00016869001 | FW: ACGAATCATCTAGTGTGGAGCAC  RV: CTTAAACGATATCTCCACATCTGC | 236 | NM_001281279.1 | 93.42 | 0.9538 | [16] |
| ***GIN2*** | VIT_00001272001 | FW: GGGGTTCTTCATGCTGTCCC  RV: TGCTTGACTCCGGGACCATT | 116 | XM_019217574.1 | 113.66 | 0.9950 | [16] |
| ***PER42*** | VIT_00012727001 | FW: CTTGTGAGAGGTATGAAGATG  RV: ACCATAACGCCATTGTAAC | 193 | XM_002274733.3 | 97.27 | 0.9997 | [49] |
| ***MAPKKK17*** | VIT_00030452001 | FW: ACCTTAGGCTCTGGCTCCTC  RV: CACACCCCTTGTAGCCAACT | 169 | XM_002269624.3 | 99.22 | 0.9994 | [52] |
| ***PR1*** | VIT_00037005001 | FW: GCAACTATATCGGACAACGTCCTT  RV: TCACCATGCTCTAACAGTACCCA | 80 | XM_002273752 | 94.82 | 0.9991 | [50] |
| ***PR4*** | VIT_00036279001 | FW: GCCCAGAGCGCCAGCAATGT  RV: CGCCATGCCAAGGGCTTGCT | 125 | XM_002264684 | 92.96 | 0.9994 | [50] |
| ***TLP8*** | VIT_00019840001 | FW: TCCTGGAGCCTGACTGTGAAC  RV: GGGCAGAAGATAACATCATAGTTG | 515 | XM_002282994 | 85.17 | 0.9997 | [51] |
| ***TLP3*** | VIT_00019835001 | FW: CCCTGGCACAACTGGAG  RV: GGCAGAAGATAACTTCATAGTTGG | 494 | XM_010662912.2 | 106.12 | 0.9917 | [51] |
| ***HSP101*** | VIT_00007880001 | FW: AATGAGACTCTTGCTGGGGC  RV: CAGCACCGATTATGGCTTGC | 130 | NM_001280893.1 | 103.26 | 0.9988 | [52] |
| ***bHLH94*** | VIT_00000012001 | FW: CATCATCTTCCTCTCGCCCC  RV: CTCATTCATCTGCTTGCGGC | 122 | XM_002281047.4 | 102.22 | 1.0000 | This study |
| ***SAUR71*** | VIT_00036807001 | FW: AGCGCCGAGTTTCTTAACCA  RV: AGTGCTTCAAGGACTCGCTC | 134 | XM_002266212.4 | 108.76 | 0.9973 | This study |
| ***MYB61*** | VIT_00019410001 | FW: GAGCCAACTGGACATGGTGA  RV: GATGCTGGAGGAGGTAGTGC | 222 | XM_002272968.3 | 95.07 | 0.9979 | This study |

*bHLH94*, *SAUR71* and *MYB61* primers were designed using Primer3 software version 0.4.0 from the specific sequence of *Vitis vinifera* deposited in the NCBI GenBank.

# Supplementary material for: Transcriptome profiling of symptomatic vs. asymptomatic grapevine plants reveals candidate genes for plant improvement against trunk diseases
**Source:** BMC Plant Biol. 2025 Jul 2;25:811. doi: 10.1186/s12870-025-06763-9

**Supplementary Figure S1.** Principal Component Analysis (PCA) according to the gene expression of the sample groups. The first principal component is plotted on the x-axis and the second principal component is plotted on the y-axis. The value after the principal component label indicates the amount of variance explained by each principal component.

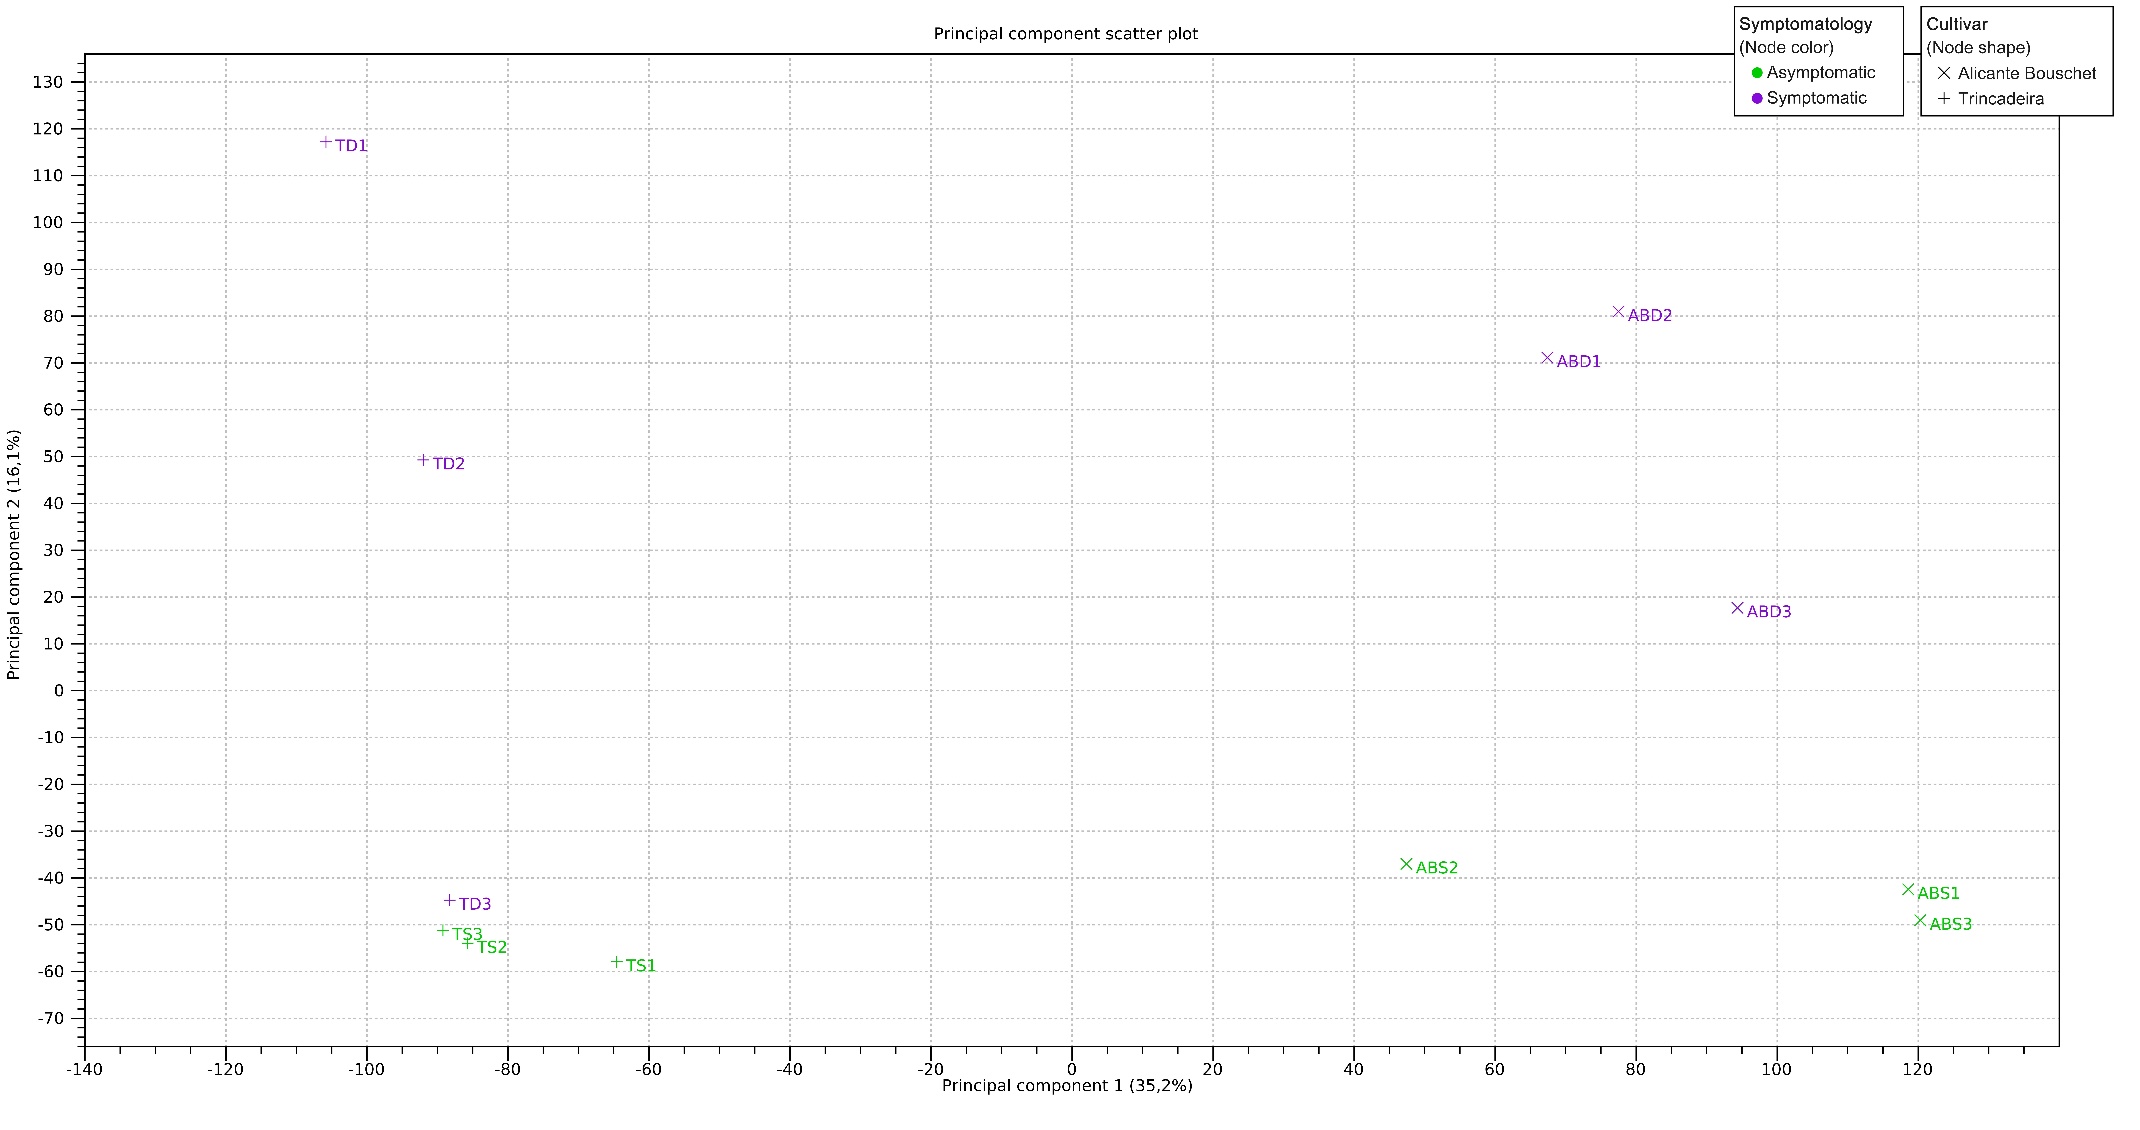

**Supplement:** Supplementary file 4 — Supplementary Material 4

# Supplementary material for: Transcriptome profiling of symptomatic vs. asymptomatic grapevine plants reveals candidate genes for plant improvement against trunk diseases
**Source:** BMC Plant Biol. 2025 Jul 2;25:811. doi: 10.1186/s12870-025-06763-9

**Supplementary Figure S2.** Volcano plots of the six comparison groups of GTDs symptomatic (symp.) and asymptomatic (asymp.) plants from cv. ‘Alicante Bouschet’ (AB) and ‘Trincadeira’ (T) containing the differentially expressed genes (FDR of ≤ 0.05 and fold change of ≥ 2.0 or ≤ -2.0), indicated in red colour. Blue dots correspond to genes that are not differentially expressed.

T *vs* AB:

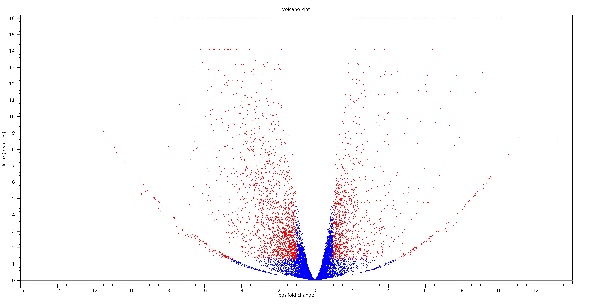

symp. *vs* asymp.:

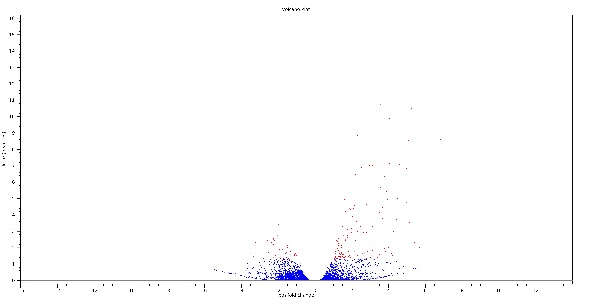

AB asymp. *vs* T asymp.:

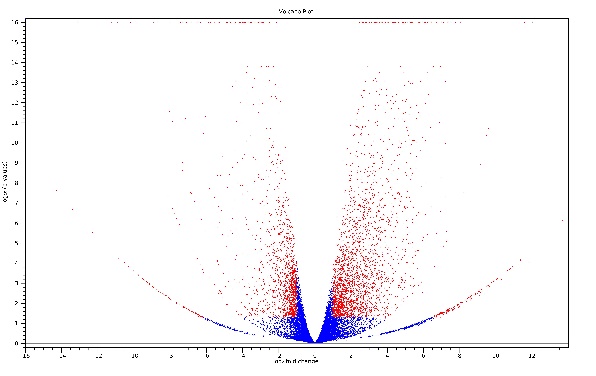

AB symp. *vs* AB asymp.:

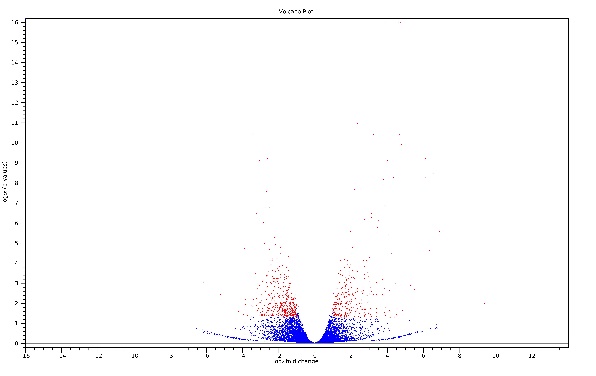

AB symp. *vs* T symp.:

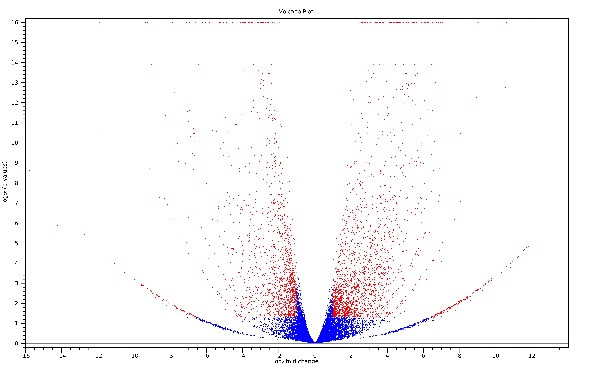

T symp. *vs* T asymp.:

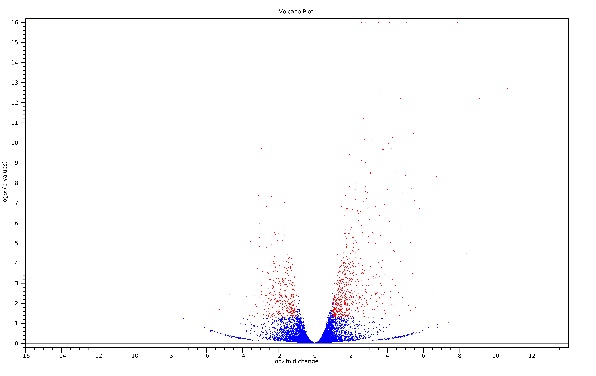

**Supplement:** Supplementary file 6 — Supplementary Material 6

# Supplementary material for: Transcriptome profiling of symptomatic vs. asymptomatic grapevine plants reveals candidate genes for plant improvement against trunk diseases
**Source:** BMC Plant Biol. 2025 Jul 2;25:811. doi: 10.1186/s12870-025-06763-9

**Supplementary Figure S3.** Hierarchical clustering and heat map of differential gene expression analysis across all samples. The red colour represents overexpression, while the blue colour represents underexpression.

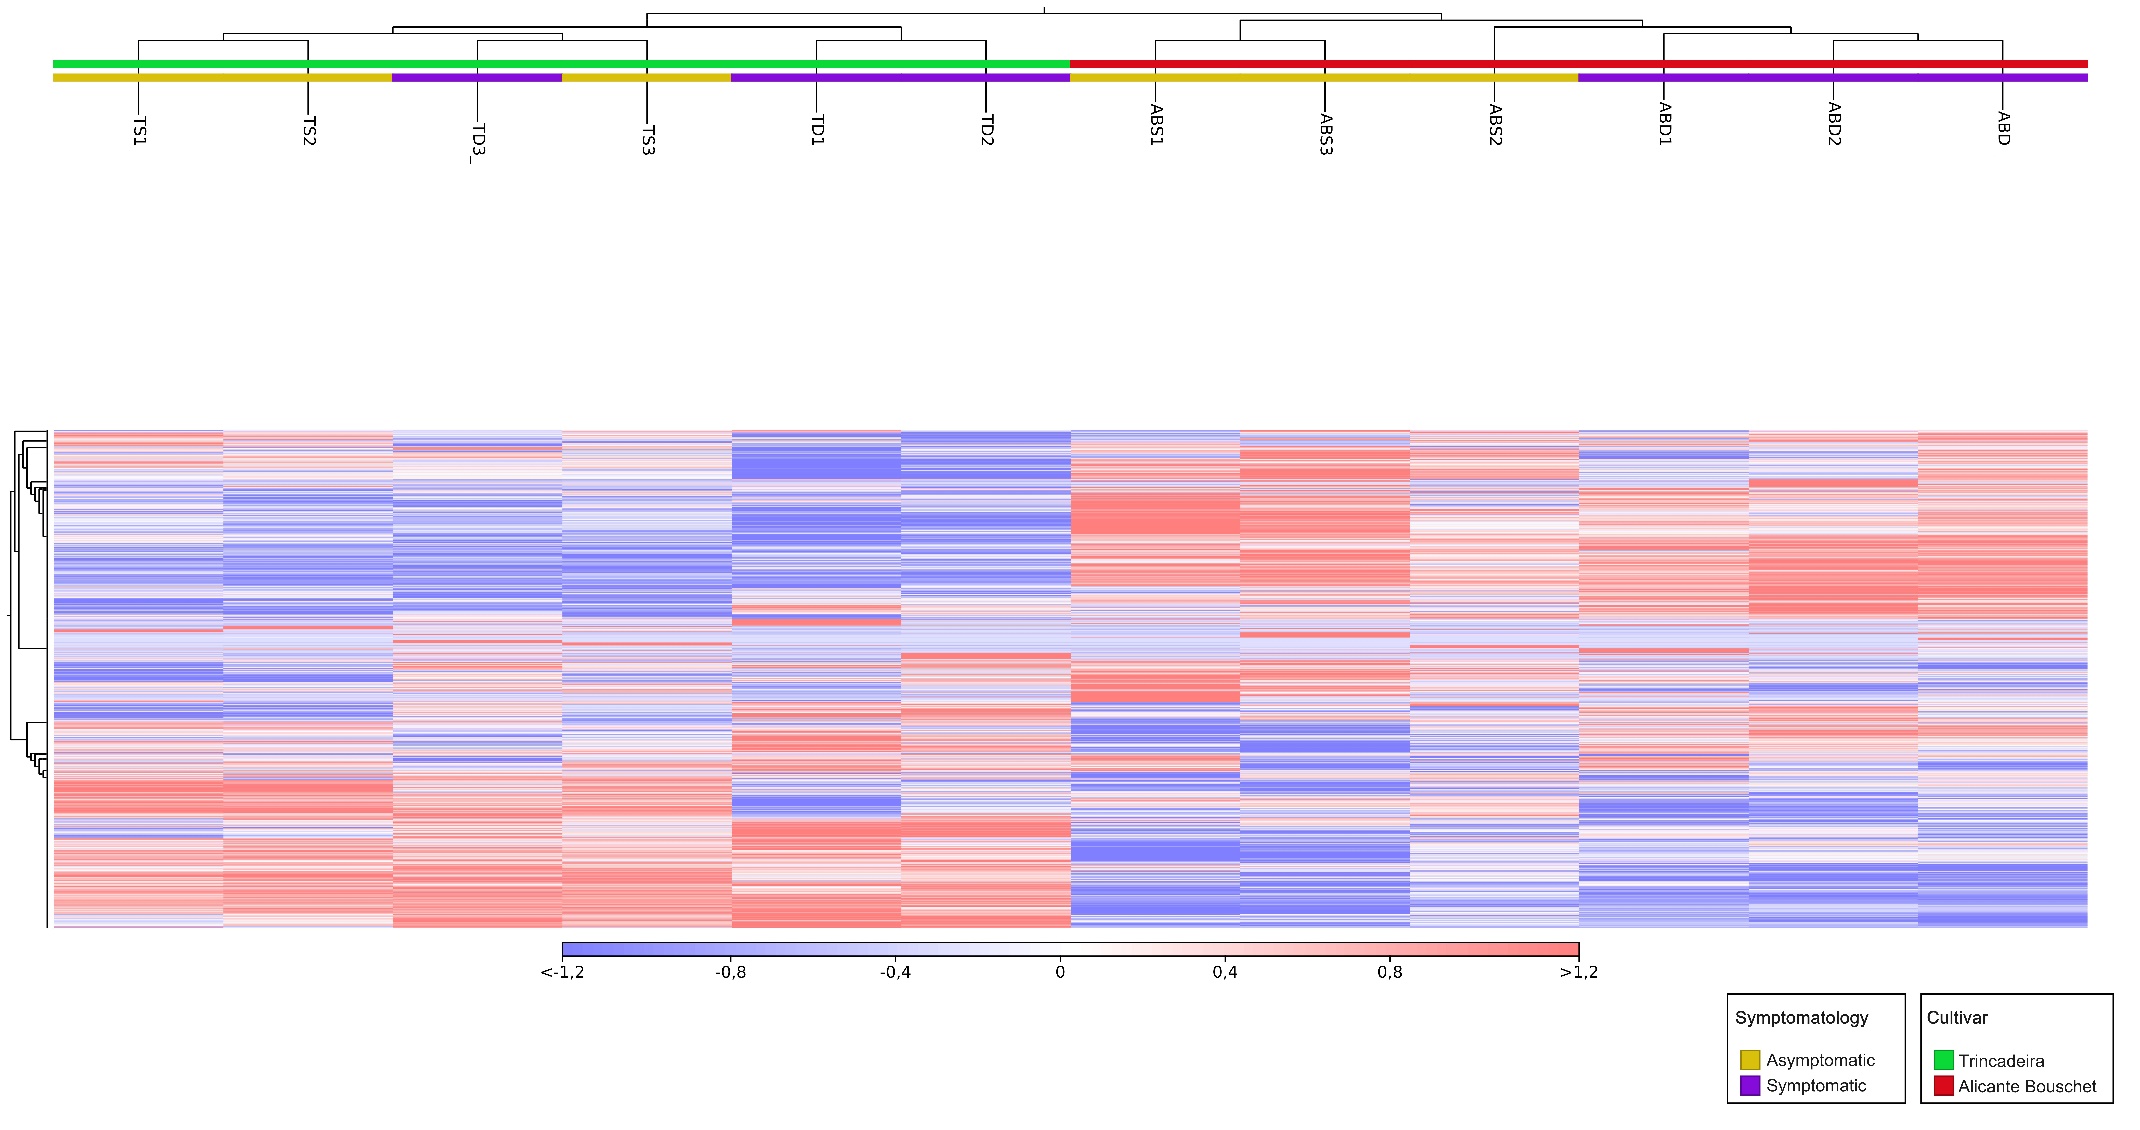

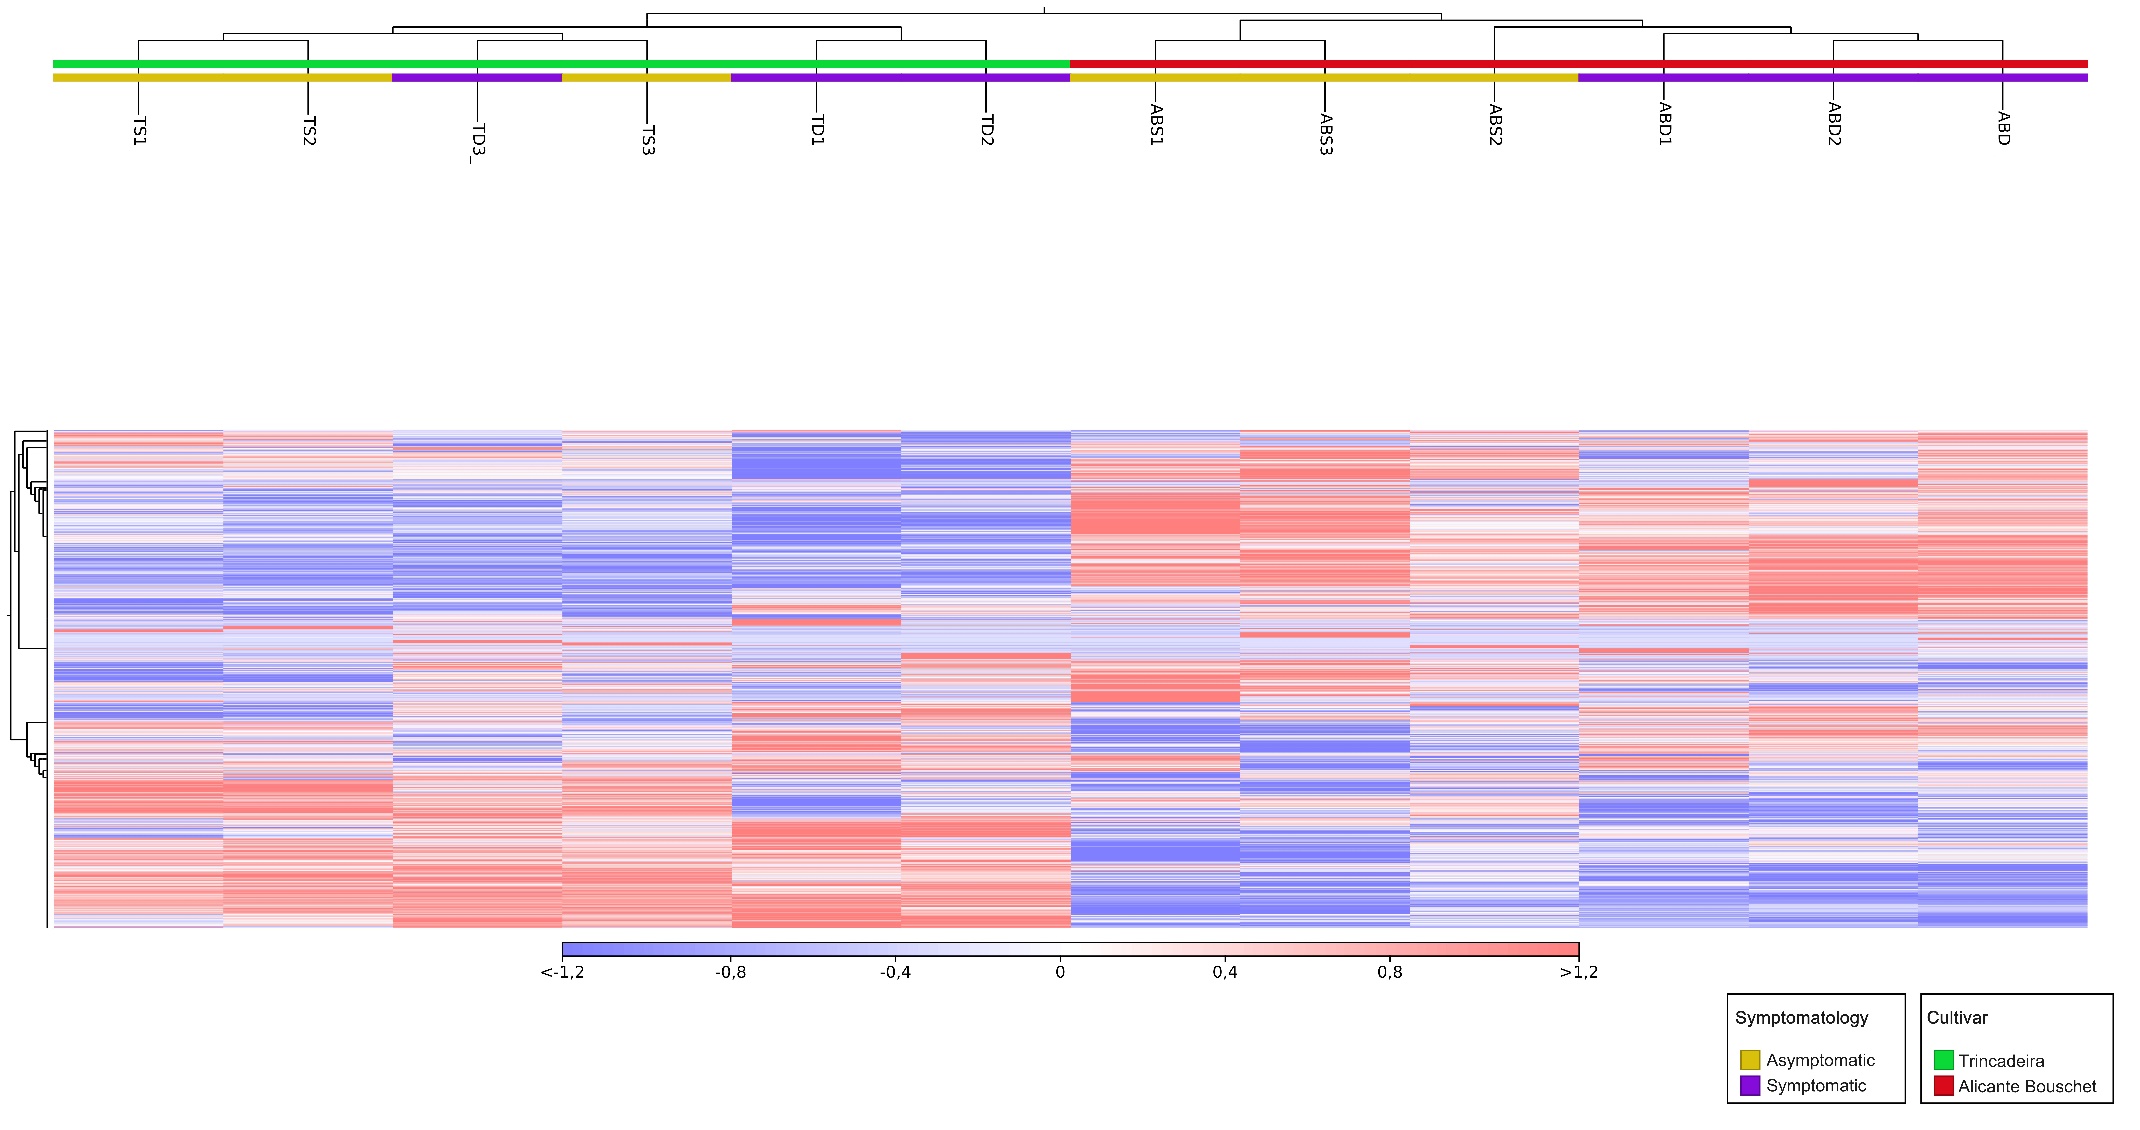

**Supplement:** Supplementary file 7 — Supplementary Material 7

# Supplementary material for: Transcriptome profiling of symptomatic vs. asymptomatic grapevine plants reveals candidate genes for plant improvement against trunk diseases
**Source:** BMC Plant Biol. 2025 Jul 2;25:811. doi: 10.1186/s12870-025-06763-9
**Supplement:** Supplementary file 8 — Supplementary Material 8

**Supplementary Figure S4.** Relative gene expression of 16 genes through qPCR. Represented values are means of relative gene expression with their respective standard errors represented by vertical bars. Significance: *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05 and 0.05 < *p* < 0.10 considered as trends.

**Cultivar (T *vs* AB):**

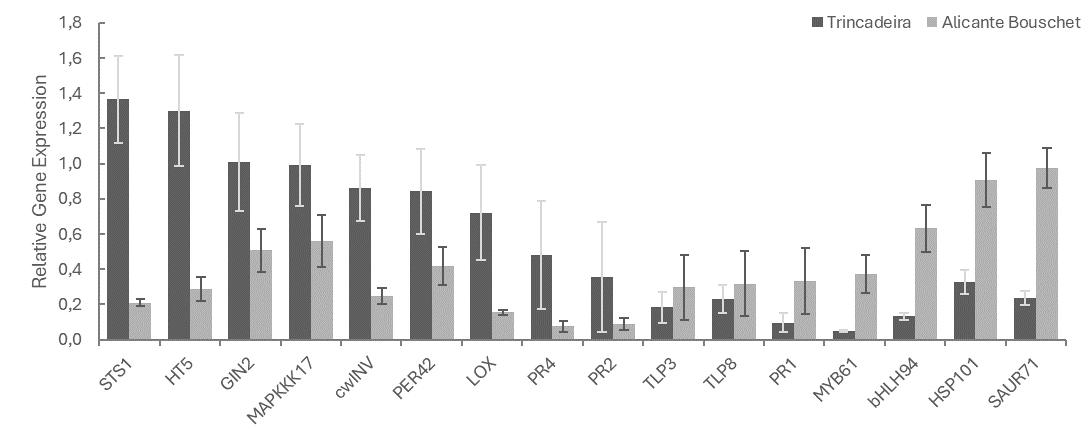

*

*

*

**

**

**

***

*p* = 0.075

**Symptomatology (symp. *vs* asymp.):**

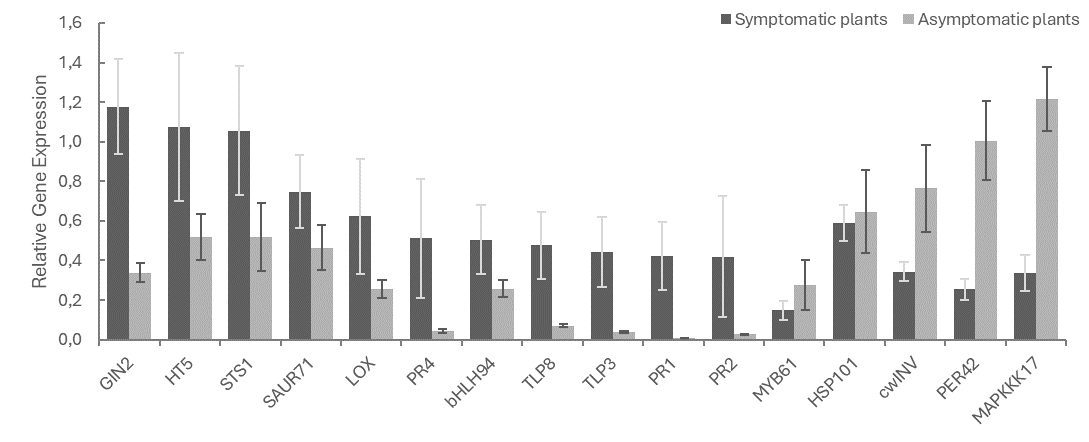

*

*

**

**

***

*p* = 0.103

*p* = 0.054

# Supplementary material for: Transcriptome profiling of symptomatic vs. asymptomatic grapevine plants reveals candidate genes for plant improvement against trunk diseases
**Source:** BMC Plant Biol. 2025 Jul 2;25:811. doi: 10.1186/s12870-025-06763-9

**Supplementary Figure S5.** Pearson correlation between gene expression data obtained by qPCR and RNA-seq data for two comparison groups.

**Cultivar (T *vs* AB):**

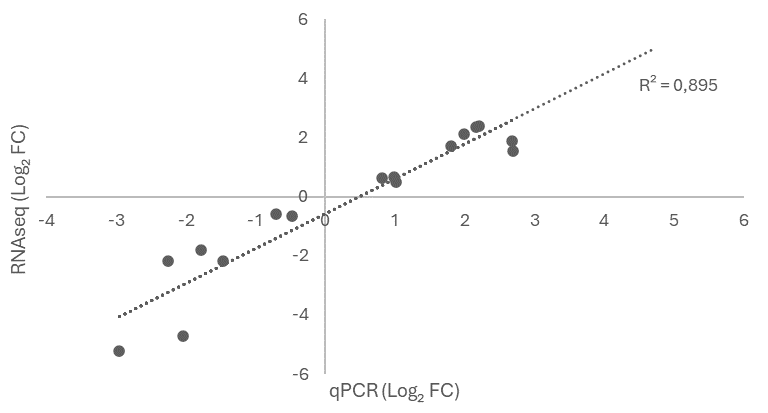

**Symptomatology (symp. *vs* asymp.):**

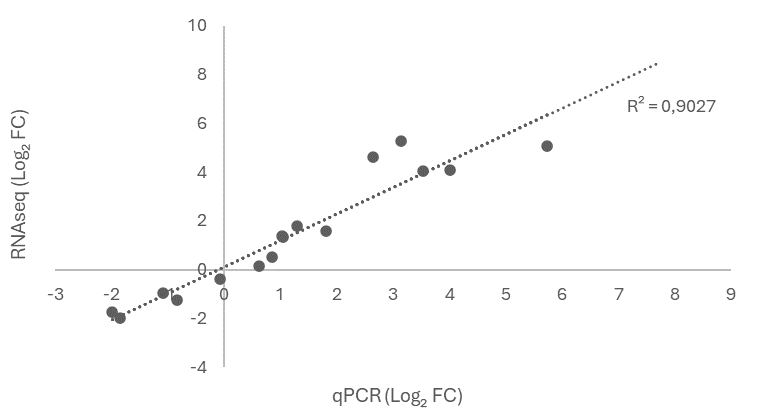

**Supplement:** Supplementary file 9 — Supplementary Material 9

How the deposited data were processed for this re-analysis (not part of the article)

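RNA of cortical scrapings of one-year spurs was sequenced from 12 plants of ‘Alicante Bouschet’ (AB) and ‘Trincadeira’ (T), 3 symptomatic and 3 asymptomatic plants of each cultivar. The authors trimmed and mapped the reads in CLC Genomics Workbench to the Vitis vinifera 12X genome and deposited, for each library, a table of 26346 genes with the count of reads over exons. The same deposited tables hold TPM values, which the authors computed from these counts and the gene lengths. The authors also deposited a table of comparisons with fold changes and p-values for the 6 comparisons of the study, and these p-values were used as an alternative, over the genes that passed the filter here. The deposited Bonferroni p-values over all genes were counted only beside the values of the paper, a reading that was added after the data were seen. Groups were taken from the genotype, treatment and title in the sample labels and from the paper’s key to the sample codes. One row without a gene name was left out.

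The main analysis used R 4.3.3 and edgeR 4.0.16. The counts of all 12 libraries were fitted in one model of 4 groups after filterByExpr (minimum count 10), which kept 19017 genes, with TMM factors and the quasi-likelihood test. The 7 comparisons were T vs. AB and symp. vs. asymp. (each the mean over the other factor), the 4 comparisons of single groups, and the interaction, which is the change with symptoms in T minus that in AB. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and at least a 2-fold change. Levels are CPM with the SD over a group’s 3 libraries. The standard error of a log2 fold change was not taken from the fit. It was computed as the absolute log2 fold change divided by the square root of the F statistic of the quasi-likelihood test. Principal components used log2 CPM (prior count 2) of the 19017 genes, scaled to unit variance. Lists shared between comparisons were set beside the number expected for independent lists with a one-sided exact hypergeometric test. The lowest, median and highest library totals of each group, and the share of changed genes recovered when the pipeline was tested on simulated data, stand at the start of the transcriptome results.

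Alternatives were DESeq2 1.42.0, RLE factors, no filter and a stricter filter (CPM of at least 1 in 6 libraries), no minimum fold change, Bonferroni p under 0.05 and under 0.5, the replicate number as a block, the library series as a covariate, an additive model, a single factor, only the compared groups, limma 3.58.1 on log2(TPM + 1), the p-values of the authors and each library left out in turn. The restriction to the first library series was added after the data were seen. Genes named in the text were those the paper names or gives a symbol in Table S4, up to 8 called genes per direction and comparison with the largest change, up to 4 members of a fixed list with the smallest adjusted p, and up to 8 called genes of the interaction with the smallest p. The values in Tables S4 and S5 had been seen when this rule was written.

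The reference table of gene names holds none of the gene IDs of the 12X annotation used in the files. Names and functions were therefore taken from the paper and from Tables S4 and S5 alone, list tests against all genes and GO term enrichment were not run, and fixed lists without a described member gave no result. The gene list in Table S5 was held in part, with 1649 rows. The 271 described genes, of which 270 were tested, are those that Table S5 gives under its enriched GO terms. An alternative based on uniquely mapped reads was not run. The result for 1 gene is not reported here.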

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

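The tests of a shift shared by the second library series and of a wrong label were chosen after the result was seen; the test of depth and the splits of the libraries were planned, but the number of splits drawn was raised to 100 after a result with fewer had been seen.

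The test of the interaction, which asks whether the response to symptoms differed between the cultivars, called 25 genes. With the replicate number as a block none of the 25 calls was left (0 genes called by edgeR, 3325 at an unadjusted p under 0.05, 706 by DESeq2 without the block), while all 25 were kept with the library series as a covariate. Of these, VIT_00008738001 had a log2 difference (‘Trincadeira’ minus ‘Alicante Bouschet’) of 3.19, with a log2 fold change of -2.70 in ‘Alicante Bouschet’ and 0.49 in ‘Trincadeira’. For VIT_00009087001 the difference was -1.43 (0.62 and -0.81), for VIT_00016320001 it was 1.14 (-0.56 and 0.58) and for VIT_00019820001 it was -1.41 (0.60 and -0.81). Each had an adjusted p of 0.0400 (edgeR QL test with BH adjustment). Of 100 splits of the libraries, the real one among them, 2 called at least as many genes, and the other of the 2 called 38, more than the real one. The splits drew the symptom labels anew within each cultivar, so they also removed the response to symptoms that the cultivars share. They therefore cannot tell whether chance explains the count of an interaction, and no conclusion is drawn from them. The interaction called 0 genes without any 1 of 7 libraries and 1 within the first series, so single genes of this comparison are open.

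Other splits of the libraries were counted for the remaining comparisons. For T vs. AB, 1 of 100 splits, the real one, called 4355 genes and the highest other 1679; for symp. vs. asymp., 1 of 100 called 151 genes and the highest other 34. The share was thus under 0.05 for both, which makes chance an unlikely source of these counts but does not exclude it. A split that mixes the real groups carries their difference as spread, which lowers its count. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05: the real split called 3640 genes in AB symp. vs. T symp., 3629 in AB asymp. vs. T asymp., 17 in AB symp. vs. AB asymp. and 60 in T symp. vs. T asymp., each as 1 of 10, and the highest other split called 0 in each (edgeR QL test).

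The library Ts3 lay at -40.1 on the second principal component, within the range of the asymptomatic libraries, though above all of them without ABa1, without ABa2 or without ABa3, and without Ts3 T symp. vs. T asymp. called 902 genes. A shift shared by the second series as the whole cause was excluded, since the larger downward shift of an asymptomatic replicate 3 library was 6.10% of that of Ts3, while ABs3 shifted down by 52.5 and Ts3 by 116. Depth was excluded, since after thinning every library to the smallest total Ts3 lay 6.23% of the way from the T asymp. libraries to Ts1 and Ts2. Over the 17 genes called in ‘Alicante Bouschet’, the score of Ts3 (2.59) lay 1.96 ranges of the T asymp. libraries (2.19 to 2.33) above the highest of them. It lay below Ts1 (3.10) and Ts2 (2.90). A range of so few libraries does not bound a further plant, since the AB asymp. libraries alone spread from 1.20 to 1.51. An asymptomatic library with a wrong label therefore cannot be excluded. A milder stage of disease in that plant, mixed tissue and a series effect limited to symptomatic plants stay open and were not tested.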

How the results depend on the processing

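The restriction to the first library series was chosen after the data were seen; all other settings were set before, while the counts over the 16 RT-qPCR target genes and over the named genes were defined after the data were seen. The cultivar counts stayed within 1.5 times of 4355, 3640 and 3629 genes under DESeq2, RLE factors, both filters, the series covariate and the block, while those within cultivars moved under several of these settings. The cause of a moved count was not tested unless fewer libraries or a stricter threshold show it. Of 200 genes given a 2-fold change in simulated counts 3.5% were recovered, so few of the small changes can be called. Neither depth nor the number of libraries was varied in these simulations; with every library thinned to the smallest total, T symp. vs. T asymp. called 58 genes in place of 60. Where a left-out library leaves 2 in a group, the spread is pooled over all groups.

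In the order T vs. AB, symp. vs. asymp., AB symp. vs. T symp., AB asymp. vs. T asymp., AB symp. vs. AB asymp., T symp. vs. T asymp. and interaction (4355, 151, 3640, 3629, 17, 60 and 25 genes), Bonferroni p under 0.05 called 502, 6, 193, 168, 2, 3 and 0 genes, and Bonferroni p under 0.5 called 1090, 21, 530, 435, 11, 14 and 9. With no minimum fold change, the first 4 were 9363, 240, 6199 and 6457. In the order symp. vs. asymp., AB symp. vs. AB asymp., T symp. vs. T asymp. and interaction, DESeq2 called 812, 656, 859 and 706 and the library series as a covariate 348, 138, 33 and 45. The p-values of the authors called 311, 748 and 1057 in the first 3 of these. The single factor called 11 in symp. vs. asymp., and the stricter filter 31 in AB symp. vs. AB asymp. limma on log2(TPM + 1) called 66, 126 and 45 in AB symp. vs. AB asymp., T symp. vs. T asymp. and the interaction, and only the compared groups 0 and 2 in the first 2 of these. The first series called 1047, 2266, 1576, 0, 800 and 1 in all but T vs. AB, with its 3110 genes at an unadjusted p under 0.05 in AB symp. vs. AB asymp.

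Leaving out 1 library at a time gave 4061 to 4739, 9 to 1059, 2841 to 3847, 2479 to 4424, 0 to 246, 0 to 902 and 0 to 200 genes in the 7 comparisons, 0 to 43 for the overlap of symptom responses, 1550 to 2347 for the overlap of cultivar differences, 9 to 15 of the 16 RT-qPCR target genes and 28 to 40 of the named genes.

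The overlap of symptom responses (3) was 0 at both Bonferroni thresholds, with only the compared groups and in the first series, 5 with limma, 106 with DESeq2 and 173 with the p-values of the authors. The overlap of cultivar differences (2092) was 113 and 253 at the Bonferroni thresholds, 3482 with no minimum fold change and 880 in the first series. Of the 16 RT-qPCR target genes (10 called), 0 and 3 were called at the Bonferroni thresholds and 16 with DESeq2 and with the p-values of the authors; of the named genes (31), 4 and 10 at the Bonferroni thresholds. The first principal component (38.6%) held 52.9% unscaled, 65.8% with the 500 most variable genes, 37.6% on log2(TPM + 1) and 35.3% with every gene with a count, and 37.9% to 39.8% with a library left out. VIT_00008738001 reversed in symp. vs. asymp. with a single factor (0.0158) and with the p-values of the authors (0.0125).

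With the replicate number as a block, AB symp. vs. AB asymp. called 41 genes, T symp. vs. T asymp. 3, the interaction 0 and the overlap of symptom responses 0 genes. The block also adds terms to the fit, so lost calls alone do not show an effect shared by a replicate number. Some same-numbered libraries deviated from their groups together: of 18 pairs, with correlations from -0.203 to 0.543, 8 were over 0.1, among them ABs3 with Ts3 (0.543), ABs1 with ABa1 (0.448), ABs3 with ABa3 (0.415) and ABa3 with Ts3 (0.258). The pairing was not complete, since 0 of 12 libraries correlated best with their own number in every group and Ta3 correlated with none of the other replicate 3 libraries (-0.203, -0.0250 and -0.0417). Gene list tests and GO term enrichment were not run, and nor was the alternative with unique reads.

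For the values of single genes, the settings were counted by whether a call in one comparison was kept. Among the named genes no called value turned its direction apart from VIT_00008738001; over all 151 genes called in symp. vs. asymp., 2 turned theirs with the single factor and 2 with the p-values of the authors. Calls were lost and gained for 2 and 0 of 1070 values with RLE factors, 3 and 0 of 1070 with no filter, 2 and 2 of 915 with the stricter filter, 11 and 60 of 1070 with DESeq2, 20 and 8 of 1070 with the series covariate, 16 and 1 of 367 with the additive model, 50 and 6 of 1070 with the block, 90 and 6 of 1070 with limma, 69 and 2 of 623 with only the compared groups, 44 and 1 of 367 with the single factor and 16 and 72 of 1014 with the p-values of the authors. With a library left out 1183 calls of 12840 values were lost and 63 gained, and within the first series 237 of 1068 were lost and 22 gained.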

Differences from the paper's values

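The first library series was chosen after the data were seen and is not used here; the alternatives were set before the data were examined, except the reading of the deposited Bonferroni p-values below. The paper states a false discovery rate of at most 0.05 and at least a 2-fold change, and then a q-value under 0.05 by the Bonferroni method; the counts called here use the first 2 of these thresholds without the Bonferroni one and are in this looser. With Bonferroni p under 0.05 and a 2-fold change as well, 502, 6, 193, 168, 2 and 3 genes were called in T vs. AB, symp. vs. asymp., AB symp. vs. T symp., AB asymp. vs. T asymp., AB symp. vs. AB asymp. and T symp. vs. T asymp., each fewer than the paper gives and outside 1.5 times. The paper’s Table S4 lists hold genes with a Bonferroni p up to 0.0498 for T vs. AB and 0.0456 for symp. vs. asymp., and in the other 4 comparisons 366, 478, 89 and 151 genes with a Bonferroni p over 0.05. In T vs. AB the paper gives 1598 genes (622 higher in ‘Trincadeira’ and 976 lower), and 4355 (1634 and 2721) were called here; Bonferroni p under 0.5 came within 1.5 times for the total (1090) and the higher genes (559), and no alternative did for the lower genes. In symp. vs. asymp. the paper gives 64 (59 and 5), against 151 (129 and 22) here; leaving out ABa1 (61, with 56 and 5), ABa3 (57, with 45 higher), Ts1 (67, with 59 higher) or Ta3 (72, with 64 higher) came within 1.5 times, and for the lower genes only ABa1 did.

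In AB symp. vs. T symp. the paper gives 1438 (790 and 648), against 3640 (2043 and 1597), with no alternative within 1.5 times. In AB asymp. vs. T asymp. the paper gives 1628 (1070 and 558), against 3629 (2223 and 1406); for the higher genes alone, leaving out ABa3 (1568), Ta1 (1599) or Ta2 (1366) came within 1.5 times. In AB symp. vs. AB asymp. the paper gives 185 (91 and 94), against 17 (14 and 3); the library series as a covariate (138, with 97 higher) and leaving out ABa2 (246, with 116 and 130) came within 1.5 times, and leaving out Ts3 did for the higher genes (79). In T symp. vs. T asymp. the paper gives 375 (277 and 98), against 60 (48 and 12), with no alternative within 1.5 times. At the same thresholds DESeq2 called 346 higher and 310 lower genes within ‘Alicante Bouschet’, and 592 and 267 within ‘Trincadeira’. The p-values of the authors called more still, so the low counts within the cultivars depended on the test used.

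The Bonferroni p-values that the authors deposited, over all genes they tested and with a 2-fold change, were counted after the values had been seen. Under 0.5 they give 1626 genes in AB symp. vs. T symp., 1774 in AB asymp. vs. T asymp., 188 in AB symp. vs. AB asymp. and 386 in T symp. vs. T asymp., each within 1.5 times of the paper’s count and with 0 of the paper’s genes dropped, and 2432 in T vs. AB and 106 in symp. vs. asymp., outside 1.5 times. Under 0.05 they give 1893 in T vs. AB and 67 in symp. vs. asymp., within 1.5 times and with 0 of the paper’s genes dropped, 1260 and 1296 between the cultivars in symptomatic and in asymptomatic plants, within 1.5 times and with 366 and 478 of the paper’s genes dropped, and 99 and 235 within ‘Alicante Bouschet’ and ‘Trincadeira’, outside 1.5 times and with 89 and 151 dropped.

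For genes shared between the responses to symptoms, the paper gives 29 higher and 3 lower, against 3 and 0 here (12 lower with DESeq2, and the lower lists held 3 and 12 genes); leaving out Ts3 gave 34 higher. For genes shared between the cultivar comparisons, the paper gives 425 higher and 208 lower in ‘Alicante Bouschet’, against 1300 and 792; Bonferroni p under 0.5 gave 149 for the lower ones. The other alternatives stayed outside 1.5 times in each case.

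Of the genes in the paper’s lists, 1593 of 1598, 39 of 64, 1390 of 1438, 1478 of 1628, 13 of 185 and 40 of 375 were called here in the order of the comparisons above, and 1582, 58, 1419, 1549, 143 and 332 with DESeq2. Each gene tested had the sign the paper gives. For the genes with a symbol in Table S4, all 40 log2 fold changes had the paper’s sign and lay within 1 standard error of the paper’s value. The paper lists MAPKKK17, PER42 and PR2 in symp. vs. asymp., MAPKKK17, TLP9, PR4, TLP8 and TLP3 in AB symp. vs. AB asymp., and cwINV, SAG101 (VIT_00032531001), STS1, both EDS1 genes, GIN2, PAL, HT5, both CHS genes, LOX, TLP9, TLP8, TLP3, PR4 and PR2 in T symp. vs. T asymp.; none of these was called here with edgeR. DESeq2 called each of them except PR4 in AB symp. vs. AB asymp. and TLP8 in T symp. vs. T asymp., and the p-values of the authors called each.

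Of the 7 genes that the text names from the Venn diagrams, 5 were called in T vs. AB and 2 in symp. vs. asymp. In T vs. AB the call of the peroxidase gene VIT_00031801001 ended without ABa3, and DESeq2 did not call the cryptdin gene VIT_00016932001 and the protease inhibitor gene VIT_00012936001. The inositol 3-alpha-galactosyltransferase gene VIT_00017634001 was not called in T vs. AB, but was without Ts2, with the additive model, with the single factor and with the p-values of the authors. In symp. vs. asymp. VIT_00031801001, VIT_00016932001, VIT_00017634001 and VIT_00012936001 were called with the p-values of the authors and not by DESeq2, and the cryptdin gene also without Ts3. The cytochrome P450 gene VIT_00009849001 did not pass the filter; it was called in T vs. AB with no filter and without any 1 of 10 libraries, and in symp. vs. asymp. without Ts3. Of the genes in Table S5, each tested one that was not called here was called with the p-values of the authors: 1 in symp. vs. asymp. (1 by DESeq2), 4 in AB symp. vs. T symp. (4), 14 in AB asymp. vs. T asymp. (6), 3 in AB symp. vs. AB asymp. (3; the galactinol genes VIT_00031274001, VIT_00031278001 and VIT_00031282001) and 27 in T symp. vs. T asymp. (24). Among the last were MLO13 (VIT_00025162001), PR10.3 (VIT_00035060001), PR10.8 (VIT_00035076001) and the galactinol synthase gene VIT_00034938001, each called by DESeq2. The UDP-glycosyltransferase gene VIT_00009658001 did not pass the filter and was called in AB symp. vs. T symp. with no filter.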

Other observations

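The definition of the genes read in one cultivar and the test of neighbouring genes were chosen after the result was seen.

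Of 11 described subtilisin-like proteases 10 were higher in asymptomatic ‘Alicante Bouschet’ than in asymptomatic ‘Trincadeira’, of 13 copper ion binding genes 11 and of 22 glycosyl hydrolases 22 (edgeR QL test with BH adjustment), in lists that the study chose on these libraries. The phospholipase C genes VIT_00024732001, VIT_00024733001 and VIT_00024734001, which release lipid second messengers, were higher with log2 fold changes of 4.39, 1.73 and 4.84, called with any library left out. The number of copper ion binding genes was 7 without Ta3 and 2 within the first series, and that of glycosyl hydrolases 14 without Ta2 and 11 within the first series. The number of subtilisin-like proteases was 5 without ABa3, 4 without Ta1, 3 without Ta2, 5 without Ta3 and 2 within the first series.

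In every library of one cultivar at least 50 reads, and in every library of the other at most 3, fell on 33 genes, 17 read in ‘Trincadeira’ and 16 in ‘Alicante Bouschet’. VIT_00014620001 held from 2334 to 7322 counts in ‘Trincadeira’ and at most 2 in ‘Alicante Bouschet’, VIT_00014617001 from 815 to 2982 and VIT_00014618001 from 60 to 169 in ‘Trincadeira’. They start at 5759972, 5753821 and 5754802 on one sequence of the 12X assembly. VIT_00014617001 ends at 5754800, directly before VIT_00014618001, so these gene models may be parts of one gene. VIT_00004842001 held from 1366 to 2430 counts in ‘Alicante Bouschet’ and at most 1 in ‘Trincadeira’. One of the 33, VIT_00030594001, is a described MATE transporter; it held from 141 to 315 counts in ‘Alicante Bouschet’.

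A stretch of the genome that is missing or divergent in one cultivar could take in neighbouring genes. Among the 33 genes there were 3 neighbouring pairs read in the same cultivar. In 10000 random draws of as many other genes called in each direction in T vs. AB, the mean was 0.0441 and the highest 2. More pairs than in the draws would follow from stretches that differ between the cultivars, a hypothesis found and tested on the same data. Tandem copies that share their regulation and adjoining gene models that are parts of one gene would give such pairs too, and both stay open. Genome sequence of both cultivars would tell tandem copies from missing or divergent stretches.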
